# Field transcriptome revealed a novel relationship between nitrate transport and flowering in Japanese beech

**DOI:** 10.1038/s41598-019-39608-1

**Published:** 2019-03-13

**Authors:** Akiko Satake, Kazutaka Kawatsu, Kosuke Teshima, Daisuke Kabeya, Qingmin Han

## Abstract

Recent advances in molecular and genetic studies about flowering time control have been increasingly available to elucidate the physiological mechanism underlying masting, the intermittent and synchronized production of a large amount of flowers and seeds in plant populations. To identify unexplored developmental and physiological processes associated with masting, genome-wide transcriptome analysis is a promising tool, but such analyses have yet to be performed. We established a field transcriptome using a typical masting species, Japanese beech (*Fagus crenata* Blume), over two years, and analyzed the data using a nonlinear time-series analysis called convergent cross mapping. Our field transcriptome was found to undergo numerous changes depending on the status of floral induction and season. An integrated approach of high-throughput transcriptomics and causal inference was successful at detecting novel causal regulatory relationships between nitrate transport and florigen synthesis/transport in a forest tree species. The synergistic activation of nitrate transport and floral transition could be adaptive to simultaneously satisfy floral transition at the appropriate timing and the nitrogen demand needed for flower formation.

## Introduction

The intermittent and synchronized production of large amount of flowers and seeds, called masting or mast seeding^1–3^, is a widespread phenomenon among plant species^4^. In commercially important fruit species, masting is known as biennial or alternate bearing—the alternation of high- and low-crop years^5^. In natural ecosystems, the drastic increase in seed production in mast years has a considerable effect on seedling recruitment^6^ and animal populations that feed on seeds^7–9^. Thus, understanding the mechanism of masting has long been a major issue in ecological studies. Previous ecological and theoretical studies demonstrated that external environmental factors and endogenous nutrient status influence the induction of masting^10–12^. However, the detailed physiological mechanisms underlying masting have remained elusive.

Applying recent advances in molecular and genetic studies on flowering time control to masting species has become increasingly useful to unravel the mechanism underlying masting^13–15^. In *Arabidopsis thaliana*, environmental and developmental signals perceived in different flowering pathways ultimately converge on a small number of genes called floral pathway integrators^16–18^, such as *FLOWERING LOCUS T* (*FT*)^19,20^. Recent studies using *FT* expression levels as a molecular marker of flower masting have discovered the key role of nitrogen in the induction of flowering in a typical masting species, Japanese beech (*Fagus crenata* Blume)^14^. Extending the target gene analyses to genome-wide transcriptome analysis is promising to identify unexplored developmental and physiological processes associated with masting.

This is the first study to establish a field transcriptome using masting species to detect novel causal relationships between floral induction and potential physiological processes crucial for masting. We performed DNA microarray analysis using leaf and bud samples collected monthly during the growing season from three individual Japanese beech in Hokkaido (HG site; Fig. 1a), Japan, over two years. Field transcriptome data were analyzed using a nonlinear time-series analysis called convergent cross-mapping (CCM)^21^. CCM has been increasingly used in ecological studies to dissect complex interaction networks between species in ecological communities^22,23^. A similar method, called Cross Map Smoothness, has also been used for causal inference of the gene regulatory network^24^. In non-linear systems, visual inspection or simple pairwise correlations between variables can be misleading about the nature of causality. In such cases, CCM is able to robustly detect causality which may not be detectable by methods which fail to allow for the non-linearity^21^. The causal relationship identified from transcriptome data obtained in this study was confirmed using independent data from six individual trees at Mt. Naeba (NB site; Fig. 1a) in the center of Honshu, Japan. Here, we show that combining high-throughput transcriptomic analysis with CCM time-series analysis is a powerful framework to detect the novel relationship between nitrate transport and flowering.

**Figure 1:**
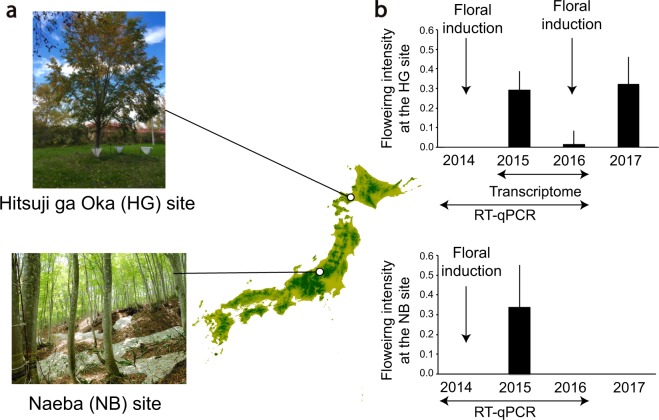
Locations of two study sites and between-year fluctuation of flowering intensity. (**a**) Locations of the HG and NB study sites and Japanese beech used in this study. (**b**) Flowering intensity calculated as the average of the proportion of buds which are reproductive at the HG site (mean ± s.d. of three individuals) and at the NB site (mean ± s.d. of six individuals). When the proportion of buds which are reproductive was greater than 0.4, the year prior to anthesis was assigned as a floral induction year for the tree because floral induction occurs one year prior to anthesis; otherwise, it was assigned as a non-induction year. At the HG site, floral induction occurred in two trees, HG1 and HG2, both in 2014 and 2016. At the NB site, floral induction occurred in three trees, NB1, NB5, and NB6 in 2014. Horizontal arrows indicate the census period for field transcriptome and RT-qPCR, respectively. Vertical arrows stand for the year when floral induction occurred.

## Results

In Japanese beech, flower induction occurs in early summer in the year prior to anthesis. After winter dormancy, buds break and flowers bloom in spring. During the two-year monitoring of the transcriptome at the HG site (2015–2016), floral induction occurred only in 2016, which was followed by anthesis the next spring (Fig. 1b). 

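Pooled RNA of leaf and bud from 3 trees (HG1, HG2 and HG3) was hybridized to a one-color array of 60-mer probes in each of 5 months, June to October, of 2015 and 2016. With 1 array per tree and month, the data comprise 30 arrays. By the study's account of flowering, the 10 arrays of HG1 and HG2 in 2016 are of floral induction and the other 20 are of years without it. The sample labels give HG1 and HG2 the opposite status, with induction in 2015, and give HG3 no induction in either year; the study's status was used throughout. Induction therefore coincided with the year 2016 in both induced trees, and HG3 is the only tree that passed through both years without it. The study also reports induction of HG1 and HG2 in the year before 2015, so their 2015 arrays are from a year of anthesis. Status thus compares a year of induction with a year of flowering in these trees. HG3, for which the study gives no induction year, cannot separate these. June to August were treated as summer (18 arrays) and September and October as fall (12 arrays). The authors deposited the scanner output, in which Feature Extraction gives a background-subtracted intensity for 61657 probes with 54642 distinct sequences. Between 20638 and 48398 probes per array were well above background, with a median of 45883.5 on the induction arrays and 41765 on the others. At the 75th percentile, the ratio of signal to background had a median of 9.36 on the induction arrays and 7.47 on the others. All arrays of induction were scanned in the first of 2 sessions, with the 2015 arrays of HG1 and 1 of HG2, and all arrays of HG3 in the other. Intensities were divided by each array's 75th percentile and taken to log2. The 55739 probes well above background on at least 1 array were tested with limma in a model of status, season and tree, two-sided. A probe was called at an unadjusted p-value under 0.01, the study's threshold, and Benjamini-Hochberg adjusted values (called under 0.05) are given beside it. The number of arrays, and of trees with induction, limits the precision of every comparison of status. In limma the months of a tree and year were treated as independent, although status was set per tree and year. No p-value for status therefore accounts for variation between trees in full.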

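Between induction and non-induction years, 2847 of 55739 probes (5.11%) differed at an unadjusted p-value under 0.01 in limma, where 557 would be called with no effect. Of these, 1429 were higher and 1418 lower in induction years. At an adjusted p-value under 0.05, 220 probes differed, 138 higher and 82 lower. Without normalization between arrays the unadjusted count was 9573, with 99.4% of the probes higher in induction years. With the calendar year added to the model, which sets the change of HG1 and HG2 from 2015 to 2016 against that of HG3, 833 probes had an unadjusted p-value under 0.01, 12.4% of them higher in induction years, and 0 an adjusted p-value under 0.05. In the same limma model, 3189 probes had an unadjusted p-value under 0.05, where 2787 would with no effect. Without HG1 the unadjusted count was 1201 and the adjusted count 2, and without HG2 they were 1366 and 0; at an unadjusted p-value under 0.05 limma called 4889 probes without HG1 and 5807 without HG2. Without HG3 the adjusted count was 77. Annotated here means listed in Supplementary Tables S1 to S3, and all other probes are called without annotation, whatever their homology. Table S1 is the study's own list for status on these arrays, so the ranking of annotated probes is not one of the whole array. Among annotated probes with an adjusted p-value under 0.05 and the same direction in all 10 pairs of tree and month, the largest fitted rises were those of *FcFT*, of an exonuclease family protein (AT3G27970) and of an HSP20 family protein (AT5G47590). The exonuclease probe rose by 3.30 on the log2 scale (SE 0.76, adjusted p = 0.0478) and was well above background on 10 of the 20 non-induction arrays, but HG3, without induction, rose by 3.58 over the same months, and with the year in the model the difference was -0.29. Without HG1 its p-value was 0.0177 in limma. The HSP20 probe (adjusted p = 0.0478) was well above background on 8 of the 10 induction arrays and on 1 of the 20 others, so no fold is given; with the year in the model its p-value in limma was 0.0668. The largest fitted falls were those of a NAC domain protein (AT1G60380), a ribosomal protein S13/S18 (AT1G34030; log2 difference -1.15, SE 0.20, adjusted p = 0.0129) and MEKK3 (-0.91, SE 0.19, adjusted p = 0.0278). In limma the p-value of MEKK3 was 0.0169 without HG2 and 0.0179 with the year in the model. With slide as a fixed block the direction of HSP20 changed and the p-value of the ribosomal protein was 0.0638, but status then rests on the 2 induction arrays of June, since the other 8 are alone on 1 slide. The NAC probe was not well above background on any induction array and was so on 4 of the 20 others, so no fold is given (adjusted p = 0.0209). Among probes without annotation, buna_59481 and buna_29890 were higher (adjusted p = 0.00926 and 0.0223), well above background on 9 and 10 of the 10 induction arrays and on 0 of the 10 non-induction arrays of HG1 and HG2, so no fold is given. The probes buna_44273 and buna_18163 were lower (adjusted p = 0.0474 and 0.0395), and lower in HG3 in 2016 as well. Their p-values in limma were 0.0113 and 0.0124 without HG1, and 0.560 and 0.433 with the year in the model; on the induction arrays these probes were well above background on 1 and 3 of 10, so no fold is given.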

Depending on the status of floral induction, in total, 1,229 probes (genes) were differentially expressed (two-way ANOVA, p-value < 0.01; Fig. 2a). Approximately six times more probes (7,199 probes) were detected as differentially expressed genes (DEGs) between summer and fall, among which 206 probes overlapped between these two groups (two-way ANOVA, p-value < 0.01; Fig. 2a).

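In the same model, 19609 probes (35.2%) differed between summer and fall at an unadjusted p-value under 0.01, which is 6.89 times the number for status. Of these, 12309 were higher in fall and 7300 lower. The median log2 difference of all tested probes between fall and summer was 0.18, against 0.03 after quantile normalization and -0.29 without normalization, so each direction is relative to the scaling. At an adjusted p-value under 0.05, 22912 probes differed, 14742 higher and 8170 lower in fall. The share of called probes that were higher in fall was 62.8%, but it followed the scaling: it was 47.7% after quantile normalization, 51.7% with the 75th percentile taken over probes well above background on all 30 arrays, 80.4% after normexp background correction and 17.0% without normalization. The count moved most, to 7895, when only probes well above background on all 30 arrays were kept. Without HG2 it was 12905. Both status and season were called for 994 probes, where 1002 would be if the 2 sets of calls were independent; without HG1, HG2 or HG3 the overlap was 388, 347 and 576. Annotated probes are again only those in Supplementary Tables S1 to S3. Of annotated probes with the same direction in all 6 tree-years, a probe named *FcGA2ox4* (AT1G02400) had the largest fitted rise in fall (adjusted p = 5.7e-07). It was well above background on 10 of 12 fall and 5 of 18 summer arrays, so no fold is given. A second probe named *FcGA2ox4* (AT1G47990) went the other way, with a log2 difference of -1.82 (adjusted p = 4.2e-04). That probe was well above background on 23 of the 30 arrays, so no direction is given for the gene. A LEA family protein (AT1G22600) and a RING/U-box protein (AT1G51930) rose by 3.59 and 3.57. A gibberellin-regulated family protein (AT3G10185) was lower (adjusted p = 1.2e-07), *FcNPF4.4* changed by -2.94 and a DUF716 protein (AT1G49470) by -2.90. Among probes without annotation, buna_00335 and buna_00334 were higher in fall, the latter by 7.00, and buna_54242 and buna_04178 were lower, the latter with a log2 difference of -6.54. Apart from the RING/U-box probe, these were measured on part of the arrays. In summer, LEA was well above background on 12, buna_00335 on 4 and buna_00334 on 9 of 18 arrays. In fall, the gibberellin-regulated probe was so on 5, *FcNPF4.4* on 10, DUF716 on 8, buna_54242 on 1 and buna_04178 on 7 of 12 arrays. No size is given for the gibberellin-regulated probe, buna_00335 and buna_54242, which were near background in most arrays of 1 season. Leaving the second *FcGA2ox4* probe aside, the 10 probes named kept their direction and stayed at an unadjusted p-value under 0.01 in each alternative in which they could be tested.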

**Figure 2:**
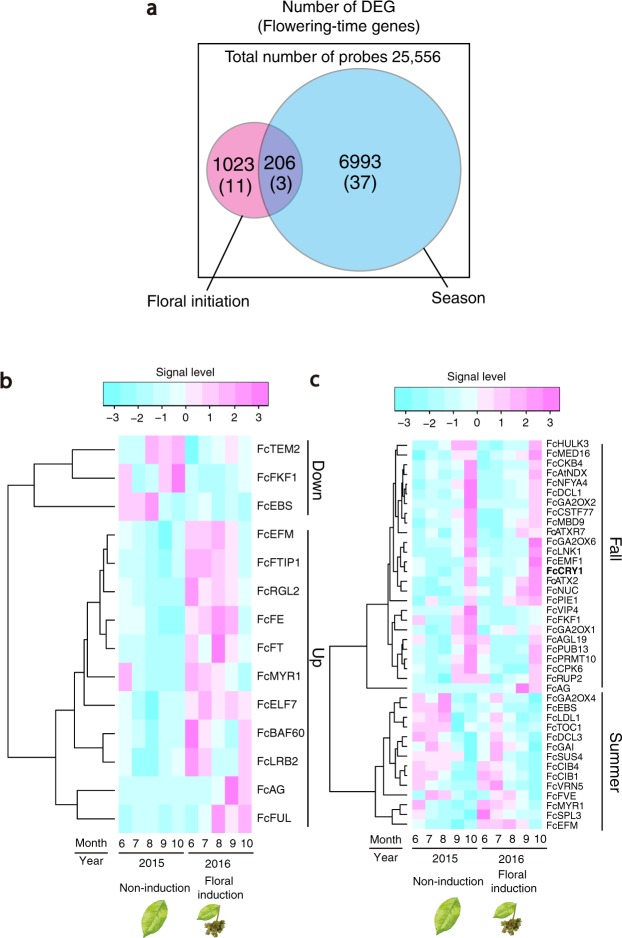
Venn diagram of differentially expressed genes (DEGs) and heat map of flowering-time genes in *F*. *crenata*. (**a**) Venn diagram of DEGs between both floral induction status and season. (**b**) Heat map of differentially expressed flowering-time genes between induction and non-induction years of flowering. The dendrogram of the 14 classification probe sets is shown on the left. (**c**) Heat map of differentially expressed flowering-time genes between summer and fall. A dendrogram of the 30 classification probe sets is shown on the left. *FcCRY1* was highlighted by bold. To draw the heat map, mean signal levels over three individuals were used for each gene. Note that floral induction did not occur in the individual HG3 in 2016.

Among the 1,229 DEGs between years with and without floral induction, 534 probes had a unique Blast hit against genes of *Arabidopsis thaliana* (Supplementary Table S1), among which 14 were identified as flowering-time genes in *F*. *crenata* (Fig. 2a). 

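Supplementary Table S1 names 530 distinct probes, all of which were tested. In limma, 327 of them had an unadjusted p-value under 0.01 for status, 182 higher and 145 lower in induction years, and the median p-value of the list was 0.00626. Adjusted over the list alone, 477 passed 0.05, which is not independent evidence, since the study chose the list on these arrays. Over the whole list, 302 probes were higher in induction years, and the median absolute log2 difference was 0.46. Tables S1 and S2 share 15 probes. Of these, 10 had an unadjusted p-value under 0.01, 12 passed when adjusted over the list alone (again not independent evidence) and 4 passed when adjusted over all probes. The 4 are *FcFT*, *FcFTIP1*, *FcFE* and *FcEFM*. The 5 shared probes that were not called are *FcFKF1*, *FcMYR1*, *FcLRB2* (log2 difference 0.22, SE 0.11), *FcBAF60* (0.22, SE 0.11) and *FcHTA9* (-0.20, SE 0.27). The unadjusted p-values of the last 3 in limma were 0.0465, 0.0544 and 0.465. In an exact two-sided sign-flip test over the 10 pairs of tree and month in HG1 and HG2 they were 0.00781, 0.0137 and 0.240. The pairs are repeated months of these trees and not independent, so this test does not measure variation between trees.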

A total of 11 out of these 14 DEGs were upregulated in the years of floral induction prior to anthesis and the other 3 genes were downregulated (Fig. 2b). 

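Of the 154 probes in Supplementary Table S2, 13 had an unadjusted p-value under 0.01 for status. Adjusted over the list alone 8 passed 0.05, and adjusted over all probes 4 did, and since the study picked genes from the list on these arrays the first is not independent evidence. In induction years 9 probes were higher (*FcFT*, *FcAG*, *FcFUL*, *FcFTIP1*, *FcFE*, *FcEFM*, *FcELF7*, *FcRGL2* and *FcGLK1*) and 4 were lower (*FcTEM2*, *FcEBS*, *FcAFR2* and *FcVIP4*). *FcVIP4* was well above background on 5 of the 30 arrays and *FcAFR2* on 15; these, like *FcGLK1*, were named only after their values were seen. *FcRGL2* rose by 0.52 on the log2 scale (SE 0.14, adjusted p = 0.089, higher in 10 of 10 pairs). HG3 rose by 0.42 as well, and with the year in the model the difference was 0.10, with a p-value of 0.666 in limma. Without HG1 or HG2 the limma p-values of *FcRGL2* were 0.0299 and 0.0186. *FcELF7* rose by 0.21 (SE 0.07, adjusted p = 0.165, 10 of 10 pairs), with p-values in limma of 0.0462, 0.160 and 0.0156 without HG1, HG2 or HG3. With the year in the model 4 of the 154 probes were called, and without HG2 8 were. The share of called probes that were higher in induction years, 69.2% here, followed the scaling. It was 78.6% of 14 after quantile normalization, 100% of 44 without normalization and 44.8% of 29 after normexp background correction.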

Among the 11 upregulated genes, *FcFT* was expressed in August in the years of floral induction that was followed by peaks of *AGAMOUS* (*FcAG*) and *FRUITFUL* (*FcFUL*) in fall (Fig. 2b). 

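*FcFT* (AT1G65480) was well above background on all 10 induction arrays and on 13 of the other 20. It rose by 5.71 on the log2 scale in induction years (SE 0.91, adjusted p = 0.00896). The 10 pairs of tree and month are repeated months of HG1 and HG2 and not independent. *FcFT* was higher in all 10 (exact two-sided sign-flip test, p = 0.00195, the smallest that 10 pairs allow). In HG1 and HG2 its mean log2 signal in 2016 was 3.55 ± 0.06 in August (SD, n = 2 trees), 2.59 ± 0.83 in June and 1.79 ± 0.12 in July, and August was the highest month in each tree. In August 2015 neither tree was well above background (-6.71 ± 0.94). The October value of HG2 in 2016, -1.55, lay far below the other induction arrays. In HG3 *FcFT* was highest in June 2015, at 1.23, and stood at -4.04 in August 2016. With the year in the model the difference was 6.29, with a p-value of 5.6e-04 in limma. *FcAG* (AT4G18960) was well above background in August, September and October 2016 in HG1 and HG2, which are 6 of the 10 induction arrays, and on none of the other 20. Its mean was highest in September (-0.29 ± 0.14, SD, n = 2 trees), and it was at least 1.49-fold higher in induction years, taking as a floor, on each non-induction array, the lowest signal of a probe well above background. The limma p-value of *FcAG* for status was 0.00165 and the adjusted value 0.108, with 7 of 10 pairs higher. It was 0.140 without HG1 and 0.108 with the year in the model. Its rise in induction years was larger in fall than in summer with a p-value of 0.00172 for the interaction in limma. *FcFUL* (AT5G60910) rose by 1.37 (SE 0.45, adjusted p = 0.153, 8 of 10 pairs higher), with an unadjusted p-value of 0.00489. Its mean in HG1 and HG2 in 2016 was 3.51 ± 0.39 in August, 2.54 ± 0.67 in September and 3.18 ± 0.80 in October (SD, n = 2 trees), with the highest month October in HG1 and August in HG2. HG3 changed by -1.16, and with the year in the model the difference of *FcFUL* was 2.53, with a p-value of 0.00200 in limma. Its limma p-value was 0.0284 without HG1 and 0.0801 without HG2. With slide as a fixed block the difference of *FcFUL* was -0.88. Status then rests on the 2 induction arrays of June, when the mean of *FcFUL* was not higher than the year before. *FcAG* was not well above background on any June array, so no difference is given for it in that model.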

*AG* and *FUL* are MADS-box transcription factors associated with floral organ identity specification^25–27^. Activation of these genes after the peak of *FcFT* is consistent with the finding in *A*. *thaliana* that these genes act downstream of *FT*^18^. Genes involved in FT transport, *FT-INTERACTING PROTEIN* (*FcFTIP1*)^28^ and *FcFE*, a phloem-specific Myb-related protein^29^, were also activated in the year of floral induciton in Japanese beech (Fig. 2b), suggesting that FT synthesis and transport occur synergistically.

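*FcFTIP1* (AT5G06850) rose by 0.67 on the log2 scale in induction years (SE 0.11, adjusted p = 0.00926), and *FcFE* (AT1G79430) by 0.87 (SE 0.16, adjusted p = 0.0156). Each was higher in 10 of 10 pairs of tree and month, and *FcFTIP1* was well above background on 19 of the 20 non-induction arrays. The mean of *FcFE* in HG1 and HG2 was highest in September 2016 (1.86 ± 0.08, SD, n = 2 trees), when it had been 0.30 ± 0.10 the year before. HG3, without induction, rose as well, by 0.28 in *FcFTIP1* and 0.47 in *FcFE*, in 4 of 5 months each. With the year in the model the differences were 0.39 and 0.40, with p-values of 0.0469 and 0.122 in limma, so that neither stayed under 0.01. With slide as a fixed block, where status rests on the 2 induction arrays of June, the p-value of *FcFE* was 0.0449.

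**Figure D1:**
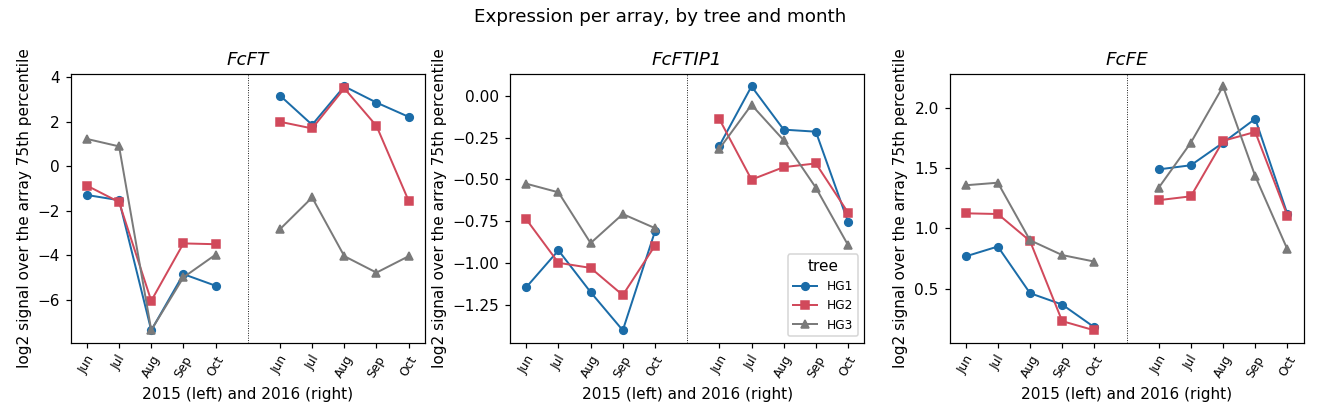
Log2 signal over the array's 75th percentile of *FcFT*, *FcFTIP1* and *FcFE* on each of the 30 arrays, by month in 2015 (left) and 2016 (right); each line is 1 tree. In August 2016 *FcFT* was at 3.51 in HG2 and -4.04 in HG3, while *FcFE* reached its highest value, 2.18, in HG3.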

We also identified three genes, *TEMPANILLO 2* (*FcTEM2*), *EARLY BOLTING IN SHORT DAYS* (*FcEBS*), and *FLAVIN-BINDING*, *KELCH REPEAT*, *F-BOX 1* (*FcFKF1*) that were downregulated in the years of floral induction (Fig. 2b). 

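*FcTEM2* (AT1G68840) changed by -0.95 on the log2 scale in induction years (SE 0.32, adjusted p = 0.168) and was lower in 9 of 10 pairs of tree and month. Its limma p-value was 0.00668, or 0.142 without HG1 and 0.0147 without HG2, and it was well above background on 9 of 10 induction and 17 of 20 other arrays. *FcFKF1* (AT1G68050) changed by -1.07 (SE 0.40, adjusted p = 0.208). Over the same pairs, which are repeated months and not independent, *FcFKF1* was lower in 9 of 10 (exact two-sided sign-flip test, p = 0.00781). With 7 of 10 induction and 16 of 20 other arrays well above background, its p-value in limma was 0.0121 and it was not called. It passed the threshold after quantile normalization, at 0.00517, and with calendar month in place of season, at 0.00127, while with slide as a fixed block, where status rests on the 2 induction arrays of June, its log2 difference was 0.02. *FcEBS* (AT4G22140) was lower in 10 of 10 pairs (adjusted p = 0.0577), but its probe was well above background on only 1 of the 30 arrays, so no fold is given. With the year in the model the p-values of *FcTEM2*, *FcFKF1* and *FcEBS* were 0.157, 0.492 and 0.0138. Without normalization those of *FcTEM2* and *FcEBS* were 0.139 and 0.0186.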

*TEM2* and *EBS* are known as floral repressors in *A*. *thaliana*. *TEM2* directly binds to *FT* to suppress its transcription^30^. *EBS* also directly binds to *FT* and is required to maintain an inactive chromatin configuration by preventing high levels of H3 acetylation in regulatory regions^31^. Downregulation of these floral repressors coincided with the upregulation of *FcFT*, implying that a similar regulatory relationship among *FcFT*, *FcTEM*, and *FcEBS* exists in *F*. *crenata*. In contrast, *FKF1* has been reported to promote flowering by stabilizing *CONSTANS* protein that upregulates *FT* in *A*. *thaliana*^32^. 

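By month, the mean of *FcTEM2* in HG1 and HG2 was -5.21 ± 0.14 in June 2016 against -3.14 ± 0.27 in June 2015 (SD, n = 2 trees) and -3.10 ± 0.35 against -1.97 ± 0.29 in August, while the July means were -3.20 ± 0.14 and -3.26 ± 0.48. Only 1 of the 2 trees was well above background in June 2016, and HG3 was not. In HG3 *FcTEM2* was also lower in June 2016 (-5.09) than in June 2015 (-3.52), and *FcFT* was lower there too, at -2.83 against 1.23. Averaged over 5 months, *FcTEM2* changed by -0.12 in HG3. *FcEBS* was near background throughout, so its months were not compared. From these changes the paper proposes that *FcTEM2* and *FcEBS* regulate *FcFT* in Japanese beech as they do in *A. thaliana*.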

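*FcFKF1* was lower in HG1 and HG2 in June 2016 (-4.09 ± 0.62, SD, n = 2 trees) than in June 2015 (-2.56 ± 0.51), and lower in August as well (-5.51 ± 0.83 against -4.50 ± 0.31), when neither tree was well above background in 2016. In July the means were -5.03 ± 1.73 and -5.18 ± 0.22, a difference within the spread between the trees. HG3, whose *FcFT* was not higher in 2016, changed by -0.59 in *FcFKF1* and was lower in 4 of 5 months. *FcFKF1* was highest in October in each of the 3 trees in both years, and its difference between fall and summer was 1.32 (SE 0.33, adjusted p = 0.00251), with an unadjusted p-value in limma of 0.0253 without HG2.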

Activation of *FcFT* even at the low expression level of *FcFKF1* suggests that *FcFKF1* would not be crucial for floral induciton in *F*. *crenata*.

Overall, 40 genes, corresponding to about 30% of the total of 153 flowering-time genes identified in *F*. *crenata* (Supplementary Table S2), were differentially expressed between summer and fall (Fig. 2c). 

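Of the 154 flowering-time probes, 49 differed between summer and fall at an unadjusted p-value under 0.01, 36 of them higher in fall and 13 lower. The number was 62 when adjusted over the list alone, and also 62 when adjusted over all probes. The share that were higher in fall was 73.5%, and it fell to 60.0% after quantile normalization, to 55.0% with the 75th percentile over probes well above background on all 30 arrays and to 16.3% without normalization. Without HG1 or HG2 the count was 32 and 26.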

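*FcCRY1* (AT4G08920) was well above background on all 30 arrays and rose by 0.63 on the log2 scale from summer to fall (SE 0.15, adjusted p = 0.00159), with a higher fall mean in 6 of 6 tree-years. Its mean in October was 4.51 ± 0.54 in 2015 and 4.61 ± 0.26 in 2016 (SD, n = 3 trees), against 3.83 ± 0.18 and 3.86 ± 0.32 in September. October was the highest month in both years in HG2 and HG3, while in HG1 it was so in 2016 and September was higher in 2015. Without normalization between arrays the rise was 0.16, with a p-value of 0.399 in limma.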

Among 25 genes that were upregulated in fall (two-way ANOVA, p-value < 0.01; Fig. 2c), *FcCRY1* that encodes a protein associated with a flavin chromophore (FAD) absorbing blue/UV-A revealed elevated expression in October prior to leaf shedding (Fig. 2c). Most of the fall-upregulated genes showed similar sharp peaks in expression in October (Fig. 2c). 

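Of the 36 probes higher in fall, 30 had their highest monthly mean over the 3 trees in October in both years. In 2015 this held for 33 probes and in 2016 for 31, and 2 had their highest month elsewhere in both years. On linear signals 27 peaked in October in both years, and with each tree left out in turn the number was 25 to 28. Peaks were read from monthly means and not tested.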

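At an unadjusted p-value under 0.01, 5 of the 154 flowering-time probes differed with both status and season: *FcAG*, *FcEFM*, *FcFE*, *FcTEM2* and *FcVIP4*, the last with well above background signal on 5 of the 30 arrays. Without HG1, HG2 or HG3 there were 1, 2 and 1. *FcEFM* (AT2G03500) rose by 0.99 on the log2 scale in induction years (SE 0.18, adjusted p = 0.0177, 10 of 10 pairs higher), and by 0.89 with the year in the model, where its limma p-value was 0.0104. In fall *FcEFM* changed by -0.51, with a p-value of 0.00253, or by -0.33 and 0.111 without HG3. *FcMYR1* (AT5G18240) changed by -0.68 in fall (SE 0.21, adjusted p = 0.0109), and by 0.025 after normexp background correction. Its limma p-values for season were 0.0180 without HG1 and 0.0323 without HG3, and it was well above background on 7 of 12 fall arrays. In induction years *FcMYR1* rose by 0.60 (SE 0.25, adjusted p = 0.263, 9 of 10 pairs higher) with an unadjusted p-value of 0.0237. In the exact two-sided sign-flip test over these pairs, which are repeated months and not independent, its p-value was 0.00977. With calendar month in place of season its limma p-value for status was 0.0038, and with the year in the model 0.406. *FcEBS*, near background on all arrays but 1, had a limma p-value for season of 0.981. It was called lower in fall after quantile normalization (0.00208) and higher after normexp correction (0.00195), so no direction is given. The fall change of *FcFE* was -0.39 and that of *FcTEM2* was 0.78, with limma p-values of 0.00550 and 0.00763. They were 0.0141, 0.0278 and 0.0475 for *FcFE* without HG1, HG2 or HG3, and 0.0131 and 0.179 for *FcTEM2* without HG2 or HG3. *FcAG* was higher in fall with a limma p-value of 7.9e-04, or 0.0118 without HG1, 0.022 after quantile normalization and 0.0206 in the deposited matrix. Since 4 of 12 fall arrays and 2 of 18 summer arrays were well above background, no fold is given.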

Three genes (*FcEBS*, *FcMYR1*, *FcEFM*) were differentially expressed depending on both floral induction and season (Fig. 2a).

To identify novel relationships between flowering and other functional pathways, we first performed functional categorization of 520 annotated DEGs between years of induction and non-induction of flowering based on Gene Ontology (GO) terms^33^. Our GO analysis revealed that genes related to low-affinity nitrate transport were enriched in both the biological process and molecular function categories (Supplementary Figs S1 and S2). In addition to low-affinity nitrate transport, genes related to the regulation of transcription accounted for a substantial fraction of the total in the biological process category. Genes were also enriched for the development term, including in the subcategories of embryo development ending in seed dormancy and plant ovule development, and responses to external signals including response to fungus and nematode in the biological process category (Supplementary Fig. S1). These findings suggested a relationship among floral induction, development, and sensitivity to environmental signals.

Because a previous study identified the key role of nitrogen in floral induction in Japanese beech^14^, we further explored the details of the probes found to be associated with low-affinity nitrate transport in GO analysis. We annotated the two probes found to be associated with low-affinity nitrate transport in GO analysis using BLASTN searches against National Center for Biotechnology Information (NCBI) nucleotide nonredundant protein sequences. 

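Supplementary Table S3 gives *FcNPF1.2* (probe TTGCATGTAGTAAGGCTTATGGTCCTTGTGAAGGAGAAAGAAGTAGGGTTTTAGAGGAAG) and *FcNPF1.3* (probe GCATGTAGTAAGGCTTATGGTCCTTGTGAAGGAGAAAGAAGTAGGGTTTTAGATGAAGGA), whose 60-base sequences share a stretch of 53 bases. On the 30 arrays the difference of their log2 signals had an SD of 0.07. Among 111 pairs of probes with identical sequences and similar brightness, the median of this SD was 0.06 and the 95th percentile 0.08, so the 2 probes differed by no more than repeated spots of 1 sequence.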

The two probes had a unique hit to the same gene, NRT1/PTR FAMILY 1.2 (Nitrate Transporter1/Peptide Transporter Family; NPF1.2/NRT1.11), in diverse plant species including *Quercus suber* [protein sequence similarity (PSS) = 82%], *Populus trichocarpa* [PSS = 65%], *Vitis vinifera* [PSS = 61%], and *A*. *thaliana* [PSS = 53%]. The gene trees based on amino acid sequences from diverse plant species showed that our isolated putative gene is found predominantly in the NPF1.2/NRT1.11 (hereafter NPF1.2) clade (Fig. 3). These results indicate that our putative gene is a homolog of NPF1.2. NPF family members encode nitrate or peptides transporters, some of which can also transport hormones in *A*. *thaliana*^34,35^. In *A*. *thaliana*, NPF1.2 has been reported to be localized in the companion cells of major veins and to be involved in the transfer of xylem-borne nitrate to the phloem^36^, contributing to the remobilization of nitrate from source to sink tissues^37^.

**Figure 3:**
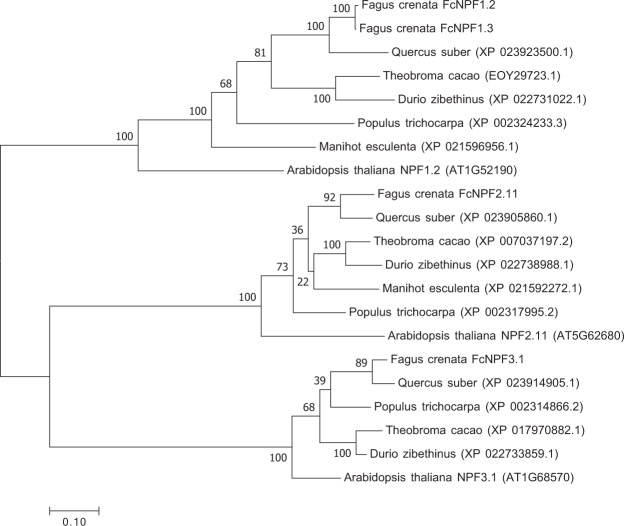
Phylogenetic relationships of NPF proteins in *F*. *crenata* and *A*. *thaliana*. The phylogenetic tree was created using the Maximum Likelihood method based of the JTT matrix-based model in MEGA7. All positions containing gaps and missing data were eliminated. The percentages of replicate trees in which the associated taxa clustered together in the bootstrap test (1000 replicates) are shown next to the branches. The numbers in parentheses are DDBJ and GenBank accession numbers (http://www.ddbj.nig.ac.jp).

Our transcriptome data included 20 and 2 other probes that were predicted to be NPF and nitrate transporter 2 (NRT2) family, respectively (Supplementary Table S3; Supplementary Fig. S2). These nitrate transporter genes were expressed sequentially over the course of a year (Fig. 4). Specifically, genes in cluster 1 were highly expressed in early summer (Fig. 4). 

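All 23 nitrate transporter probes in Supplementary Table S3 were tested. Between summer and fall 13 differed at an unadjusted p-value under 0.01, 7 higher and 6 lower in fall; 19 passed 0.05 when adjusted over the list alone and 15 when adjusted over all probes. *FcNPF2.11* and *FcNPF2.9* have identical 60-base probes (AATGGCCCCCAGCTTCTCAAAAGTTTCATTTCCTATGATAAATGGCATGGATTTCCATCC), as do *FcNPF4.2* and *FcNPF4.7*, and *FcNPF8.3* and *FcNPF8.5*, so these 6 genes are represented by 3 sequences. *FcNPF2.13* was well above background on 2 of the 30 arrays. Every signal is relative to the array's 75th percentile, so levels were not compared between probes.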

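Clustering of the 23 probes by average linkage on 1 minus the correlation of their 10 monthly means, divided into 3 groups, gave clusters of 12, 3 and 8 genes. In the first the mean z-score fell from 0.73 in June through 0.45 in July and 0.17 in August to -0.96 in October. In the group of 3 (*FcNPF2.13*, *FcNPF6.1* and *FcNRT2.4*) it was highest in September, at 0.94. In the last, of 8 genes, it was highest in October, at 1.40.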

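Of the 12 genes of the first cluster, *FcNPF2.3*, *FcNPF3.1*, *FcNPF5.1*, *FcNPF6.4* and *FcNPF7.1* had their highest monthly mean in June in both years. The mean June z-scores over both years were 1.43 for *FcNPF2.3*, 0.79 for *FcNPF3.1*, 1.60 for *FcNPF5.1*, 1.53 for *FcNPF6.4* and 1.40 for *FcNPF7.1*. On linear signals *FcNPF3.1* was highest in August in 2016, and the other 4 in June in both years.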

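In July *FcNPF4.3* and *FcNPF4.4* were highest in both years, with mean z-scores of 1.24 and 0.97, and *FcNPF5.5* was highest in August in both years, at 1.44. *FcNPF1.2* was highest in June 2015 and September 2016, and *FcNPF1.3* in July 2015 and September 2016. On linear signals *FcNPF4.4* was highest in August 2016, *FcNPF5.5* in July 2016 and *FcNPF1.3* in June 2015. All 5 grouped with the genes of early summer. October was the highest month in both years for *FcNPF4.5*, *FcNPF7.3*, *FcNPF8.3*, *FcNPF8.5* and *FcNRT2.5*, with mean z-scores from 1.60 to 1.72.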

Genes in cluster 2 were expressed in mid-summer, which was followed by the expression of genes in cluster 3 in fall (Fig. 4). Among these 22 genes, *FcNPF1*.*3* and *FcNPF3*.*1* in cluster 2 and *FcNPF2*.*11* in cluster 3 were significantly elevated in the year of floral induction (two-way ANOVA, p-value < 0.01; Fig. 4) in addition to *FcNPF1*.*2*. These results from the field transcriptome suggest that there could be a causal relationship between nitrate transporters and flowering in Japanese beech.

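At an unadjusted p-value under 0.01, 3 of the 23 nitrate transporter probes differed with status, all of them higher in induction years. None passed 0.05 in limma when adjusted over all probes or adjusted over the list alone, which is not independent evidence. An unadjusted p-value under 0.05 was found for 8 in limma, and for 8 in the two-way ANOVA of the methods on log2 values. On linear signals z-scored per tree this ANOVA gave 6 under 0.05 and 2 under 0.01. Its p-values for *FcNPF1.2* and *FcNPF1.3* were then 0.0130 and 0.0191. *FcNPF1.2* (AT1G52190) rose by 0.48 on the log2 scale (SE 0.16, adjusted p = 0.166, higher in 9 of 10 pairs) and *FcNPF1.3* (AT5G11570), whose probe shares most of its bases with that of *FcNPF1.2*, by 0.44 (SE 0.16, adjusted p = 0.182, 9 of 10 pairs). *FcNPF3.1* (AT1G68570) rose by 0.64 (SE 0.20, adjusted p = 0.139, 10 of 10 pairs). The unadjusted p-values of the 3 genes were 0.00642, 0.00825 and 0.00368. *FcNPF2.11* (AT5G62680) rose by 0.57 (SE 0.22, adjusted p = 0.223, 7 of 10 pairs) with an unadjusted p-value of 0.0147, and was well above background on 14 of the 20 non-induction arrays. Without HG3 its p-value in limma was 0.00856. HG3 rose by 0.72 in *FcNPF2.11* from 2015 to 2016, in 5 of 5 months, and with the year in the model the difference of this gene was -0.15. For *FcNPF1.2*, *FcNPF1.3* and *FcNPF3.1* HG3 rose by 0.01, 0.04 and 0.24, and with the year in the model the p-values were 0.116, 0.156 and 0.265. Leaving out HG1 gave 0.094, 0.137 and 0.0563 for the 3 genes and leaving out HG2 gave 0.0147, 0.0138 and 0.0217, so that limma called 0 of the 23 without either tree, with 1 and 3 probes at an unadjusted p-value under 0.05. Without HG3 *FcNPF1.2* and *FcNPF1.3* had p-values of 0.0225 and 0.0277. Without normalization between arrays 8 probes were called, 100% of them higher in induction years. After normexp background correction 6 were called, 50% of them higher, so the direction of the called probes depends on the processing. From the higher expression in the year of induction, the paper proposes a causal relationship between nitrate transporters and flowering.

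**Figure D2:**
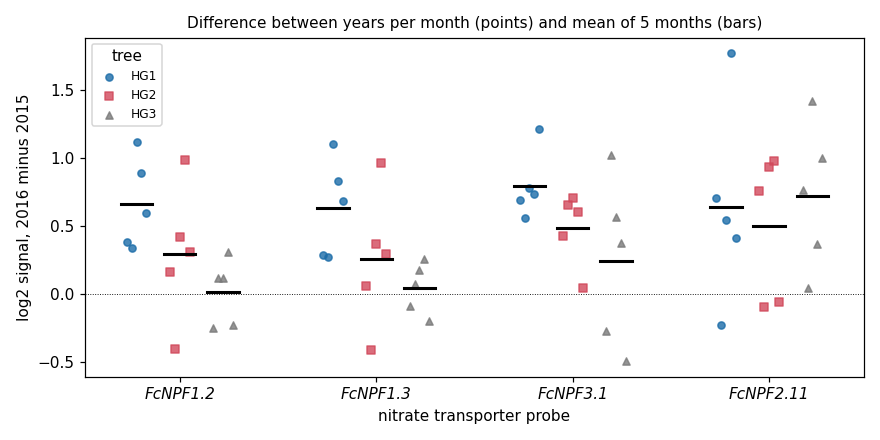
Difference in log2 signal between 2016 and 2015 in each month (points) and the mean of 5 months (bars) for 4 nitrate transporter probes in HG1, HG2 and HG3. The mean for *FcNPF2.11* was 0.64 in HG1, 0.50 in HG2 and 0.72 in HG3, and for *FcNPF1.2* 0.67, 0.29 and 0.01.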

**Figure 4:**
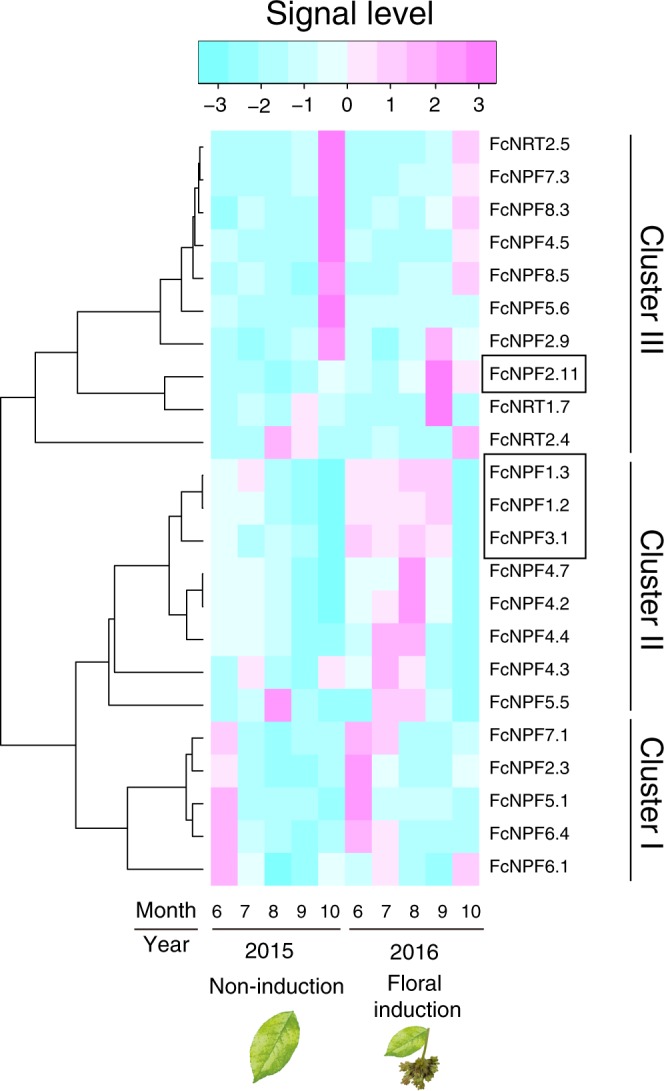
Heat map of different NPF and NRT2 genes in *F*. *crenata*. Heat map of NPF and NRT2 genes in Japanese beech. DEGs between years with and without floral induction were highlighted by squares. To draw the heat map, mean signal levels over three individuals were used for each gene. Note that floral induction did not occur in the individual HG3 in 2016.

To detect causal relationships between nitrate transporters and flowering-time genes, we performed CCM analysis using time-series data of four nitrate transporters (*FcNPF1*.*2*, *FcNPF1*.*3*, *FcNPF2*.*11*, and *FcNPF3*.*1*) and three flowering-time genes (*FcFT*, *FcFE*, and *FcFTIP1*) that were differentially expressed between years with and without floral induction. 

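Cross mapping was computed for the 42 ordered pairs of the 7 genes from the 30 arrays. Each gene's signal, divided by the array's 75th percentile and kept on the linear scale, was laid out as 24 months per tree with 7 months of each year (November to May) at 0, z-scored per tree, and the 3 trees were joined so that no embedding vector spanned a pair of trees. With the embedding dimensions of Supplementary Table S4 (11 for *FcFT*, 9 for *FcFTIP1* and 12 for the other genes), this left 42, 48 and 39 vectors. Skill was the correlation of predicted and observed values over 1000 libraries drawn at the smallest and at the largest length. As surrogates, 1000 series of the putative cause kept its monthly means and the power spectrum of its deviations from them. Each surrogate was mapped once, from the full library of distinct vectors, whereas the libraries of the data were drawn with replacement. A pair passed when its mean skill at the largest library length exceeded 0 and the 95% upper limit at the smallest, and exceeded that of the surrogates by more than 0.02.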

We selected the three flowering-time genes because they are known to be expressed in leaf companion cells where nitrate transporter genes are also expressed in *A*. *thaliana*^28,29,38^. The novel causal regulatory relationships detected from the CCM—*FcFT* expression were causally influenced by four nitrate transporters that were in turn upregulated by *FcFE* (Fig. 5a; Supplementary Table S4). 

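With surrogates mapped from the full library and the data from libraries drawn with replacement, none of the 42 pairs passed both criteria. The skill with which *FcFT* recovered each of the 4 nitrate transporters was between 0.637 and 0.725 at the largest library length, above the limit of the smallest library for all 4. It lay below the surrogate limit for each of them, by margins of -0.0711 to -0.00735. Over all pairs 36 exceeded the limit of the smallest library and 5 the surrogate limit. Those 5 have *FcFE* as the putative cause, and for the 4 nitrate transporters and *FcFTIP1* the margins were between 0.0119 and 0.0183, under the required 0.02. With the growing season z-scored before the winter months were set to 0, 15 pairs passed. On the growing season alone, with an embedding dimension of 2, 11 pairs passed. No nitrate transporter passed as a cause of *FcFT* in any alternative. With the surrogates mapped from resampled libraries, chosen after these values were seen, 5 pairs passed, which were *FcFE* to the 4 nitrate transporters and to *FcFTIP1*, and 16 passed when z-scoring came first as well. Data and surrogates were then mapped alike, so that no pair passed in the main setting rests in part on unlike libraries. The surrogate limit for *FcFE* to *FcNPF1.2* was 0.936 in the main setting and 0.922 with resampled libraries. Of 100 randomly drawn probes, 1 passed as a cause of *FcFT*. From its own skills (Supplementary Table S4) the paper concludes that the 4 nitrate transporters causally influence *FcFT* and are upregulated by *FcFE*. For *FcNPF1.2* it also relies on cross mapping of longer RT-qPCR series at both of its sites. There *FcNPF1.2* passed as a cause of *FcFT* and the reverse did not. Those series were not analysed here.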

Our analysis also showed that *FcFE* regulates the expression of *FcFT* and *FcFTIP1* (Fig. 5a; Supplementary Table S4), which is consistent with previous empirical findings in *A*. *thaliana*^29^. It is important to note that the CCM analysis detects causal patterns, which because of the underlying non-linearity, are not evident from simple comparison of the time series in Fig. 5 (see Introduction).

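For *FcFE* as the putative cause of *FcFT*, the mean skill was 0.731 ± 0.039 (SD over 1000 libraries), below the surrogate limit of 0.776. As the putative cause of *FcFTIP1* its skill was 0.946 ± 0.016 against a limit of 0.932, a margin of 0.0135. In the opposite direction, the skill from *FcFT* to *FcFE* was 0.573 and did not exceed the limit of the smallest library, 0.654, while that from *FcFTIP1* to *FcFE* was 0.960 and exceeded it (0.881) but not the surrogate limit of 0.965. On the growing season alone both *FcFE* to *FcFT* and *FcFE* to *FcFTIP1* passed.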

**Figure 5:**
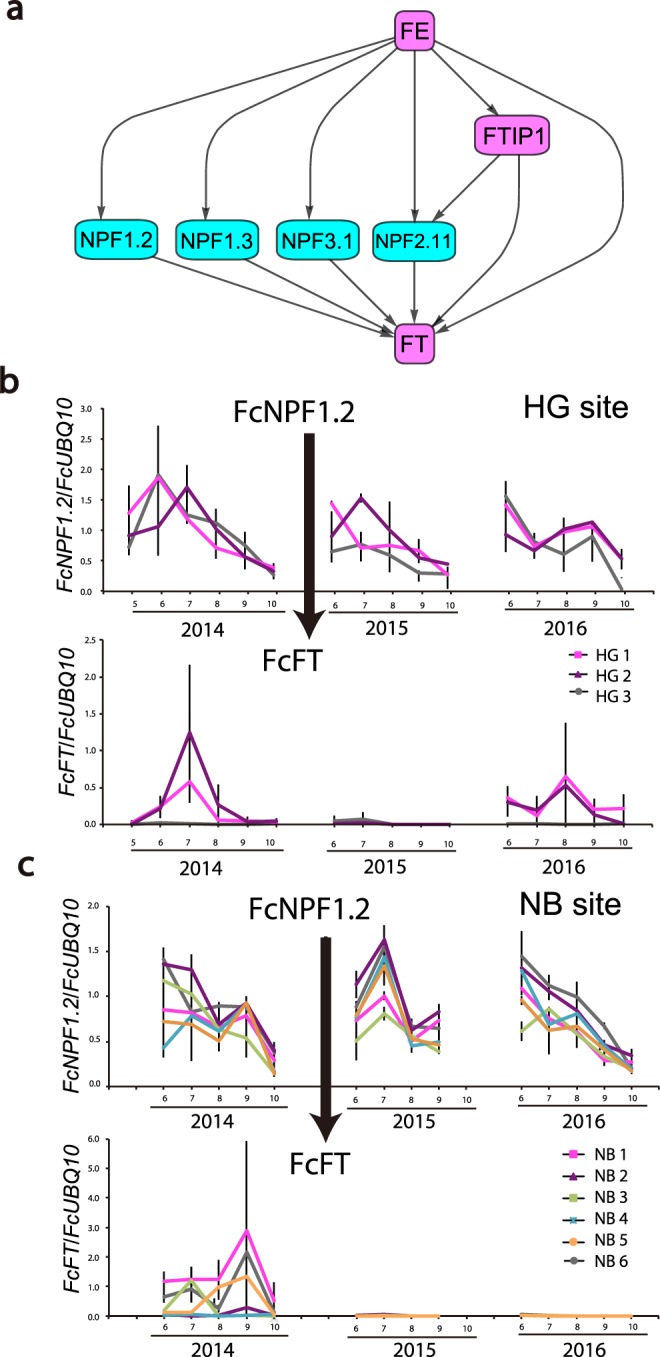
Causal gene regulatory network estimated from the CCM. (**a**) Causal gene regulatory network estimated from the CCM using field transcriptome data. Pink and blue squares represent flowering-time genes and nitrate transporter genes, respectively. Arrows indicate the direction of causal influence. (**b**) Relative expression levels of *FcNFP1*.*2* and *FcFT* (mean ± s.d. of three replicates) of three individuals (HG1–HG3) during 2014–2016 at the HG site. An arrow indicates the direction of causal influence. (**c**) Relative expression levels of *FcNFP2*.*1* and *FcFT* (mean ± s.d. of three replicates) of six individuals (NB1–NB6) during 2014–2016 at the NB site. An arrow indicates the direction of causal influence.

To confirm the causal influence of nitrate transporters on *FcFT* identified from the analysis of transcriptome data, we generated a longer time series of RT-qPCR data for *FcNPF1*.*2*, which was significantly enriched in the GO analysis (Supplementary Figs S1 and S2), and *FcFT* using leaf samples collected from 2014 to 2016 at both the HG and the NB sites (Fig. 5b,c). Floral induction occurred in both 2014 and 2016 at the HG site (Fig. 1b), while it occurred only in 2014 at the NB site (Fig. 1b). Our RT-qPCR data showed that *FcFT* was activated when floral induction occurred (Fig. 5b,c), justifying the use of *FcFT* expression as a molecular marker of floral induction. At both study sites, CCM using the RT-qPCR data showed significant causality from *FcNPF1*.*2* to *FcFT*, while causality was not detected from *FcFT* to *FcNPF1*.*2* (Supplementary Table S5). These results confirmed the influence of a nitrate transporter on *FcFT*.

## Discussion

Nitrogen has long been known to modify the timing of flowering^39^. In a typical masting species, Japanese beech^14^, previous studies have highlighted the key role of nitrogen in the induction of flowering. Yet, the molecular mechanism involved in this had been remained unknown. Our study provides a new approach combining field transcriptomics and causal inference based on CCM to detect novel causal gene regulatory relationships. CCM is suitable for analyzing our data because resource budget models predicted chaotic flowering dynamics in masting species^12^ and the actual expression patterns of major flowering-time genes revealed significant nonlinearity. From two independent CCM analyses using field transcriptome and qRT-PCR time series data, our study unraveled the causal influence of the nitrate transporter *NPF1*.*2* on *FcFT*, which plays a critical role in floral transition. This gene regulatory relationship is reasonable as the synergistic activation of nitrate transport and florigen synthesis is adaptive to simultaneously satisfy floral transition at the appropriate timing and nitrogen demand needed for flower formation (Fig. 6). Our analysis of field transcriptome data also suggests that *FcFE* could be the upstream regulator of *FcNPF1*.*2* and *FcFT* (Fig. 5a). In *A*. *thaliana*, *FE*/*APL* (*ALTERED PHLOEM DEVELOPMENT*) has been characterized as a regulator of development of vascular tissue^40^. FE is a member of the GARP–CC family^41^ in which several members have been shown to respond to nitrogen or phosphorus deprivation^42,43^. It is tempting to speculate that *FcFE* is involved in the response to nitrate signaling that can be transmitted to signaling pathways of nitrate transport and floral transition in a typical masting species, Japanese beech. Because no direct information about this hypothesis is available, further investigation will be necessary. The recent study reporting that *FcFT* expression patterns cannot be explained by an external environmental factor alone^44^ is consistent with our finding in this study.

**Figure 6:**
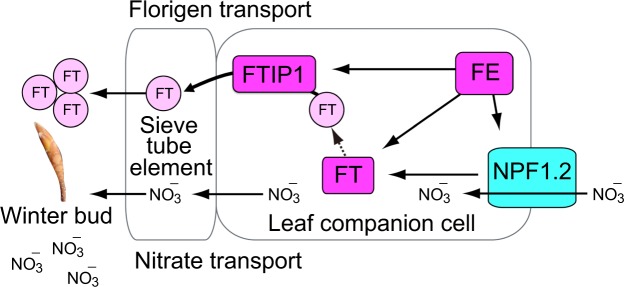
Summary of predicted causal relationships between flowering-time genes and nitrate transporter genes. Florigen and nitrate are simultaneously transported from leaf companion cells to winter bud where floral organs are developed.

Our field transcriptome also revealed the seasonal expression of 23 nitrate transporter genes (21 NPF and 2 NRT2) classified into three different clusters depending on the expression patterns (Fig. 4). 

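The division of the 23 probes was little changed by the trees used. Without HG1 or HG3 all 23 fell into the same clusters, and without HG2 20 of them did. On linear signals 22 did, with sizes of 12, 9 and 2.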

The sequential expression of these genes with the seasons may suggest their division of roles to facilitate efficient transportation and utilization of nitrogen under the different seasonal demands in the plant system^45^: nitrogen translocation from roots to shoot in early summer (cluster 1), remobilization from source leaves to sink in the growing season in summer (cluster 2), and nitrogen remobilization during leaf senescence before leaf shedding in the fall (cluster 3). In fact, *FcNPF2*.*3* in cluster 1 and *FcNRT2*.*5* in cluster 3 are orthologs of *NPF2*.*3* and *NRT2*.*5* in *A*. *thaliana* (Supplementary Fig. S2), which are associated with the translocation of nitrogen from roots to shoot^46^ and nitrate loading into the phloem during nitrogen starvation and senescence^47^, respectively. 

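*FcNRT2.5* (AT1G12940) rose by 2.15 on the log2 scale from summer to fall (SE 0.30, adjusted p = 3.8e-06), with a higher fall mean in 6 of 6 tree-years and a mean of 3.13 ± 0.16 in October 2015 (SD, n = 3 trees). *FcNPF2.3* (AT3G45680) had its highest mean in June, at -0.85 ± 0.29 in 2015 and -0.31 ± 0.64 in 2016 (SD, n = 3 trees), and its summer and fall means did not differ at the threshold (log2 difference -0.54, SE 0.28, adjusted p = 0.130).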

Further clarification and comparison of coordinated expression patterns of nitrate transporters between masting and non-masting species in natural seasonal environments should help to disentangle the complex relationship between nitrogen allocation and reproductive strategies.

Our new approach combining field transcriptomics and causal inference will be a powerful tool to detect novel causal gene regulatory relationships especially in a forest tree species. Here we study a deciduous tree in which transcriptome data from leaves are not available during winter. Performing the same analysis in evergreen trees is needed for evaluating the usefulness of our new approach. In contrast to model plant species such as *A*. *thaliana*, rice, maize, wheat, and tomato, research using forest trees has been difficult because of their long generation times and large genomes, and the lack of well-characterized mutations for reverse-genetic approaches^48^. Nevertheless, given the advent of next-generation sequencing (NGS) technologies, the cost-effective generation of high-throughput sequencing data is increasingly available for both model and non-model species. Moreover, to unravel the molecular mechanisms behind plant responses to naturally fluctuating environments, gene expression analyses in field conditions have been increasingly used in diverse plant species ranging from annual and perennial herbs^49–53^ to trees in the temperate^14^ and tropical zones^13,15^. Our approach taking advantage of this progress in genomics and ecological studies is promising for deciphering the molecular mechanisms crucial for floral transition, development, and environmental responses in natural conditions in a wide range of species.

## Materials and Methods

### Study species and study site

Japanese beech, *Fagus crenata* Blume, is widely distributed from Hokkaido to Kyushu in Japan^54^. It is a typical masting species exhibiting significant variations in flower and seed production between years^55–58^ with high values of the coefficient of variation (1.04–1.79)^58^. Flower initiation occurs in early summer in the year prior to anthesis. Floral and leaf primordia develop in a bud during summer and fall^59^. After winter dormancy, buds break and flowers bloom in spring. Flowers are self-incompatible and wind-pollinated. Seeds develop during summer and fall and drop to the ground before winter^56^. Leaf flushing occurs slightly after flowering. Genome size of *F*. *sylvatica L*., a close relative of *F*. *crenata*, has been estimated as ca. 540 Mbp^60^.

The study site, Hitsuji-ga-oka (HG; 42°59′ N, 141°23′ E; 146.5 m a.s.l.), is situated in Hokkaido, northern Japan (Fig. 1a). Three trees in an arboretum at the HG site were selected. The mean (±SD) height and diameter at breast height (DBH) of three individuals (HG1, HG2, and HG3) were 11.7 m (±2.5) and 36.0 cm (±10.2), respectively. Mean annual precipitation and temperature near the site were 940.5 mm and 7.1 °C, respectively (1981–2010; Meteorological Observation System at the NARO Hokkaido Agricultural Research Center).

To study Japanese beech in natural forests, we also performed sampling at Mt. Naeba (NB; 36°51′ N, 138°46′ E; 900 m a.s.l.). The NB site is located in Niigata Prefecture on Honshu Island, Japan (Fig. 1a), where *F*. *crenata* occupies 92.3% of the basal area (DBH: more than 4.5 cm) of the forest. Six trees were selected from the NB site for the present study. The mean (±SD) height and DBH of six individuals (NB1–NB6) were 21.2 m (±1.5) and 36.4 cm (±6.5), respectively. Mean annual precipitation and temperature during the period 1979–2016 were 2,248 mm and 11.5 °C, respectively, recorded at a nearby meteorological station (36°56′ N, 138°49′ E, 340 m a.s.l., Japan Meteorological Agency). Further details about the NB site are presented elsewhere^45^.

At the HG site, we collected a pair of a leaf and a bud from each of three current-year shoots per tree from May 2014 to October 2016, except during winter (November–May). Samples were taken from the sun-exposed crown (approximately 4 m from the ground) using long pruning shears from 11:30 to 12:30 h. At the NB site, three pairs of leaves and buds were collected from two three-year-old branches in the upper parts of each tree crown (approximately 20 m from the ground) using a mono-ladder with the aid of a 6-m telescopic pruner. Sampling was performed from 09:00 to 10:00 h in 2014 and 2015, and 11:30 to 12:30 in 2016 at the NB site. For each pair of leaf and bud samples, 0.1–0.3 g of leaves and bud tissue were preserved in a 2 ml micro tube containing 1.5 ml of RNA stabilizing reagent (RNAlater; Ambion, Austin, TX, USA) immediately after harvesting. Samples were transferred to the laboratory within 3 hr after sampling and stored at 4 °C overnight and then stored at −20 °C until RNA extraction. During the transport to the laboratory, samples were kept in a cooler box with ice to maintain low temperature. Samples collected from the HG site were used for both transcriptomic and RT-qPCR analyses, while samples collected from the NB site were used only for RT-qPCR.

### Field measurement of flowering intensity

To identify genes that were differentially expressed between years with and without floral induction from the field transcriptome data, we determined the years when floral induction occurred using an index (the proportion of buds which are reproductive) that had been measured previously (Miyazaki *et al*.^14^). Ten branches were selected per individual from the surface of the tree crown, and the status (flower or leaf) of all buds within 1 m of the shoot apex of each branch was classified following the method of Miyazaki *et al*.^14^ in spring from 2014 to 2017 at the HG site. Buds were classified as having a flowering status if they contained female or male flowers. The proportion of buds which are reproductive was calculated as the mean of the flowering rate (number of flowering buds/total number of buds on each branch) over 10 branches. The proportion of buds which are reproductive was used to distinguish floral induction and non-induction years at the individual level. When the proportion of buds which are reproductive was greater than 0.4, the year prior to anthesis was assigned as a floral induction year for the tree because floral induction occurs one year prior to anthesis; otherwise, it was assigned as a non-induction year. Floral induction years were 2014 and 2016 for HG1 and 2 (Supplementary Table S6). There were no floral induction years for HG3 because the flowering intensity was below 0.4 in both years (Supplementary Table S6).

To describe masting dynamics at the NB site, flowering intensity was also measured by the same method as explained above using 3-year-old branches in six individuals used for the RT-qPRC analysis from 2014 to 2017. In 2014, 2016, and 2017, flowering intensity was 0 in all trees, while the mean (±SD) flowering intensity was 0.34 (±0.24; Fig. 1b) in 2015 (Supplementary Table S6).

### RNA extraction

The extraction of total RNA was performed in accordance with the method described by previous study^14^. RNA was extracted independently from leaf and bud samples from three different branches and pooled at each time point. RNA integrity was examined using the Agilent RNA 6000 Nano kit on a 2100 Bioanalyzer (Agilent Technologies), while the RNA yield was determined on a NanoDrop ND-2000 spectrophotometer (Thermo Fisher Scientific).

### Generation of transcriptome next-generation sequencing (NGS) data

We obtained transcriptome data from our samples to design DNA microarray probes. We used 10 samples collected monthly from the individual HG1 at the HG site from June 2013 to October 2014, except during winter (November–May). Five to six micrograms of total RNA extracted from leaf and bud of each sample was sent to Hokkaido System Science (Sapporo, Japan) where a cDNA library was prepared with Illumina TruSeq Sample Prep Kit and paired-end transcriptome sequencing was conducted using the Illumina Hiseq2000 sequencer (Illumina, San Diego, CA, USA) for each sample. Illumina sequence adapters were removed from raw read sequences using cutadapt (Ver. 1.1)^61^. Low-quality bases (Q < 20) were trimmed from the tail of each read with Trimmomatic (Ver. 0.32)^62^. The resulting reads shorter than 50 bp were discarded. “De novo transcriptome assembly” was conducted using Trinity (Ver. 2.0.6)^63,64^.

Quality-controlled reads were mapped to the assembled transcript sequences by bowtie (Ver. 1.1.1, Langmead *et al*., 2000) and the abundance of each transcript was quantified with RSEM (Ver. 0.1.19)^65^. For each pair of monthly data, we detected differentially expressed transcripts using edgeR (ver. 3.8.6)^66^ and obtained a list of 19,996 of them, which was used to design custom microarray slides.

### Probe design for DNA microarray

For custom microarray slides, we used the assembled sequences of the transcripts generated by NGS of *F*. *crenata*. The array was designed using the e-array portal for array design hosted by Agilent (https://earray.chem.agilent.com/earray/). We selected the assembled sequences for array design from two analyses, homology search and identification of differentially expressed transcripts. The first group included 26,951 transcript sequences that showed homology against *Vitis vinifera*, *Populus trichocarpa*, and *A*. *thaliana* as determined by BLASTX searches (e-value cut-off: 10^−10^; http://www.ncbi.nlm.nih.gov/BLAST). The second group included 19,996 sequences for which a greater than twofold expression difference was detected in any potential pair of monthly RNA-seq data from 2015 to 2016. For array probe design, we also added cDNA from three genes, *FcFT*, *FcAP1*, and *FcLFY* (GenBank IDs AB775532, AB674454, and AB775533, respectively), which were previously isolated in *F*. *crenata*^14^. Finally, 61,657 probes were generated from 46,950 transcripts for 8 × 60 K array format.

### Microarray analysis

For each of three individuals at the HG site, RNA was extracted independently from leaf and bud samples from three different branches and pooled at each time point from June 2015 to October 2016. One hundred nanograms of the pooled total RNA extracted from leaf and bud of each sample collected from June 2015 to October 2016 at the HG site was amplified, labeled, and hybridized to a 60 K Agilent 60-mer oligomicroarray, in accordance with the manufacturer’s instructions, for each time point (*n* = 3) based on the one*-*color method. Hybridized microarray slides were scanned by an Agilent scanner. Relative hybridization intensities and background hybridization values were calculated using Agilent Feature Extraction Software (9.5.1.1). After the removal of probes with no signal over all time points, we obtained time-series data of 25,556 independent probes for three individual trees. Each time series was normalized to have a mean of zero and a standard deviation of one.

A total of 153 probes had a unique Blast hit against flowering-time genes of *Arabidopsis thaliana* included in the database FLOR-ID^67^ (Supplementary Table S2). Among these flowering-time genes, functional verification of three genes, *FcFT*, *FcLFY*, and *FcAP1*, was previously performed using transgenic *A*. *thaliana*^14^. To examine the effect of floral induction status and season on gene expression, two-way ANOVA with the error term of tree ID was used. We set two categories for seasons, summer (Jun–Aug) and fall (Sep–Oct). The heat map was drawn from the time series of gene expression levels using Bioconductor (http://www.bioconductor.org) implemented in R software (v3.4). In the heat map, columns of the data were arranged based on unsupervised clustering using Pearson’s correlation coefficient as a distance metric and the average-linkage hierarchical clustering algorithm.

### RT-qPCR analysis

Leaf samples collected during Jun–Oct in 2014–2016 at the two study sites (HG and NB) were used for RT-qPCR analysis. Samples collected in 2015 and 2016 at the HG site were the same as those used for the microarray analysis. RNA extraction and synthesis of cDNA were performed in accordance with the method described by Miyazaki *et al*.^14^. We quantified the expression levels of *FcFT* and *FcNPF1*.*2* using the expression level of *FcUBQ10* as a reference, using the Bio-Rad CFX connect real-time PCR detection system (CRX96 Touch) with SsoFast EvaGreen super mix. Primers used for RT-qPCR are listed in Supplementary Table S7. Previous studies showed that the relative expression level of *FcFT* normalized by *FcUBQ10* is a reliable indicator of the timing and occurrence of floral transition in *F*. *crenata*^14,59^. The mean (±SD) of Ct values of *FcUBQ10* was 25.35 (±0.68).

### Sequence analysis

Sequences of the *NPF-1*.*2* gene were identified using the basic local alignment search tool (BLAST) against the NCBI database (http://www.ncbi.nlm.nih.gov/BLAST/). Sequences were aligned with *NPF-1*.*2* homologs and the phylogeny based on amino acid sequences was analyzed using the neighbor-joining method based on the Jones–Taylor–Thornton model in MEGA7^68–70^.

### Time-series analysis using Empirical Dynamic Model (EDM)

To detect the causal relationship between genes, we applied an equation-free framework of time-series analysis called CCM^21^. CCM is based on Takens’ theorem, which proves that a multidimensional dynamical system can be reconstructed with time-delay embedding of any single time series^71^, as time series preserve the information of their causal variables. In addition, the CCM leverages orbital instability, a characteristic of nonlinearity, to identify significant causality among interacting variables. Thus, only if a variable *X* is causally influencing *Y*, the dynamics of *X* can be recovered by *Y* and this prediction skill can be improved as data points used for prediction become dense^21^. Our analyses proceeded in three steps in accordance with the standard protocol of CCM analysis: (1) we determined the optimal embedding dimension for each time series, (2) tested its nonlinearity, and (3) performed causality tests pairwise for all combinations of time series.

Significant test of causality was performed via the following procedure. First, we calculated the cross-mapping skill (Pearson’s coefficient correlation, *ρ*) with the minimum (=optimal embedding dimension *E* + 1) and maximum library lengths (=observed data points) using 1,000 bootstrap samples (*ρ*_min_ and *ρ*_max_, respectively). Then, we randomly generated 1,000 surrogate (null) data of the putative causal variable, which preserves seasonality and power spectrum, and calculated the prediction skill (*ρ*_surr_) in the direction of the library variable cross-mapping surrogate one. We judged the cross-mapping as significantly causal using two criteria: (1) mean of *ρ*_max_ is higher than both zero and the 95% upper confidence limit of *ρ*_min_, and (2) mean of *ρ*_max_ minus the 95% upper confidence limit of *ρ*_surr_ is larger than *ε*. To test the null hypothesis, we adapted the severer criterion for transcriptome data (24 data points for each tree) that is shorter than the RT-qPCR data (36 data points for each tree) by setting *ε* = 0.02 for the former and 0.01 for the latter because a type-one error is more likely to occur in shorter time series^72^.

We set the gene expression levels from winter to early spring (from November to May) as zero because leaves fell during these seasons in deciduous *F*. *crenata* and used the monthly transcriptome data from January 2015 to December 2016 for the CCM analysis (our data include 24 data points for each of three individuals). To confirm the novel causal relationship between the nitrate transporters and flowering-time genes, we used longer time-series data of *FcNPF1*.*2* and *FcFT* quantified by RT-qPCR from January 2014 to December 2016 for the CCM analysis (36 data points for each tree). Time-series data from different individuals were combined using dew drop regression (Hsieh *et al*., 2008) for both transcriptome and RT-qPCR data. The number of individuals used for our analyses was three and six for the HG and NB sites, respectively. All statistical analyses were conducted using the R software package (R Core Team. *R: A language and environment for statistical computing* R Foundation for Statistical Computing (2014) available at http://www.R-project.org/), and causality analyses were conducted using the “rEDM” package in R.

## Supplementary information

revised SI

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

## Data Availability

The sequence data and DNA microarray data that support the findings of this study are available from the NCBI Shotgun Assembly Sequence Database (TSA) (accession GHGX00000000) and NCBI GEO database (accession GSE126540).

# Supplementary material for: Field transcriptome revealed a novel relationship between nitrate transport and flowering in Japanese beech
**Source:** Sci Rep. 2019 Mar 13;9:4325. doi: 10.1038/s41598-019-39608-1
**Supplement:** Supplementary file 1 — revised SI

**Supplementary Materials for**  
**Field transcriptome revealed a novel relationship between nitrate**  
**transport and flowering in Japanese beech**

Akiko Satake, Kazutaka Kawatsu, Kosuke Teshima, Daisuke Kabeya, Qingmin Han

This supplementary material includes following materials.

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Table S7

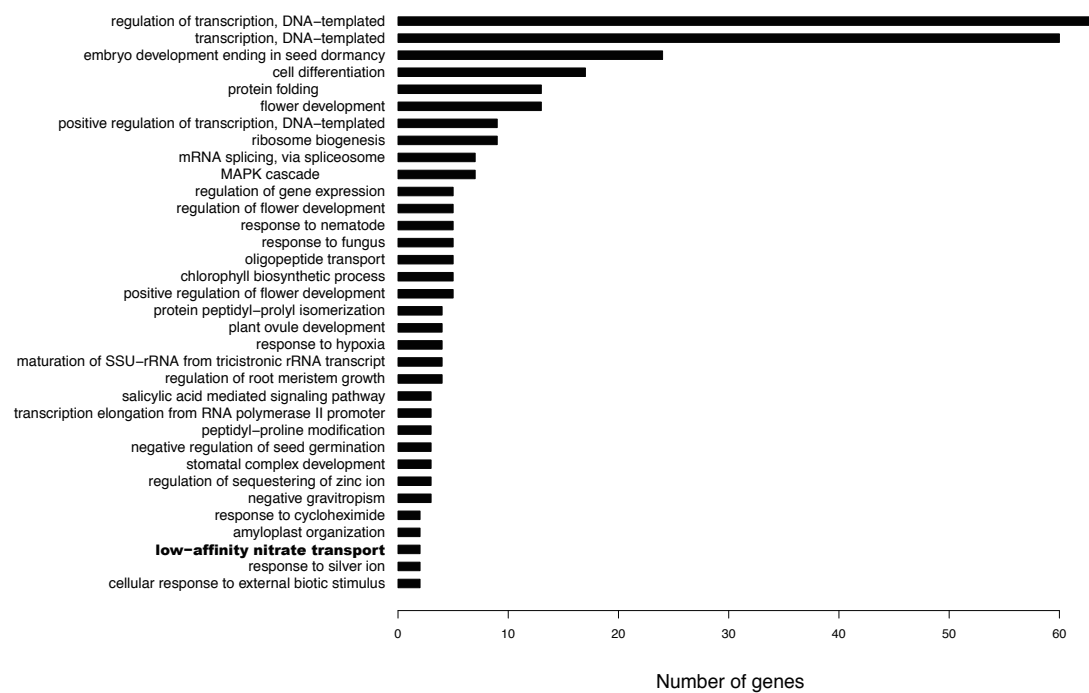

**Supplementary Figure S1 | GO enrichment of differentially expressed genes (DEGs) in biological processes according to DAVID functional annotation.**

Significantly enriched biological processes of DEGs depending on the status of floral induction.

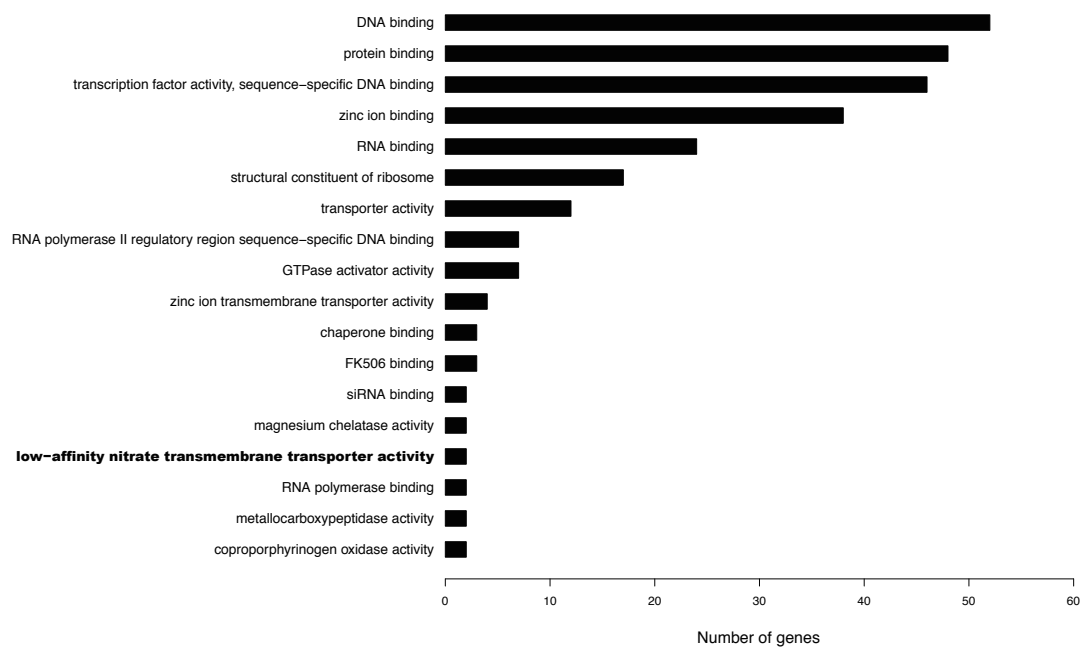

**Supplementary Figure S2 | GO enrichment of differentially expressed genes (DEGs) in molecular functions according to DAVID functional annotation.** Significantly enriched molecular functions of DEGs depending on the status of floral induction.

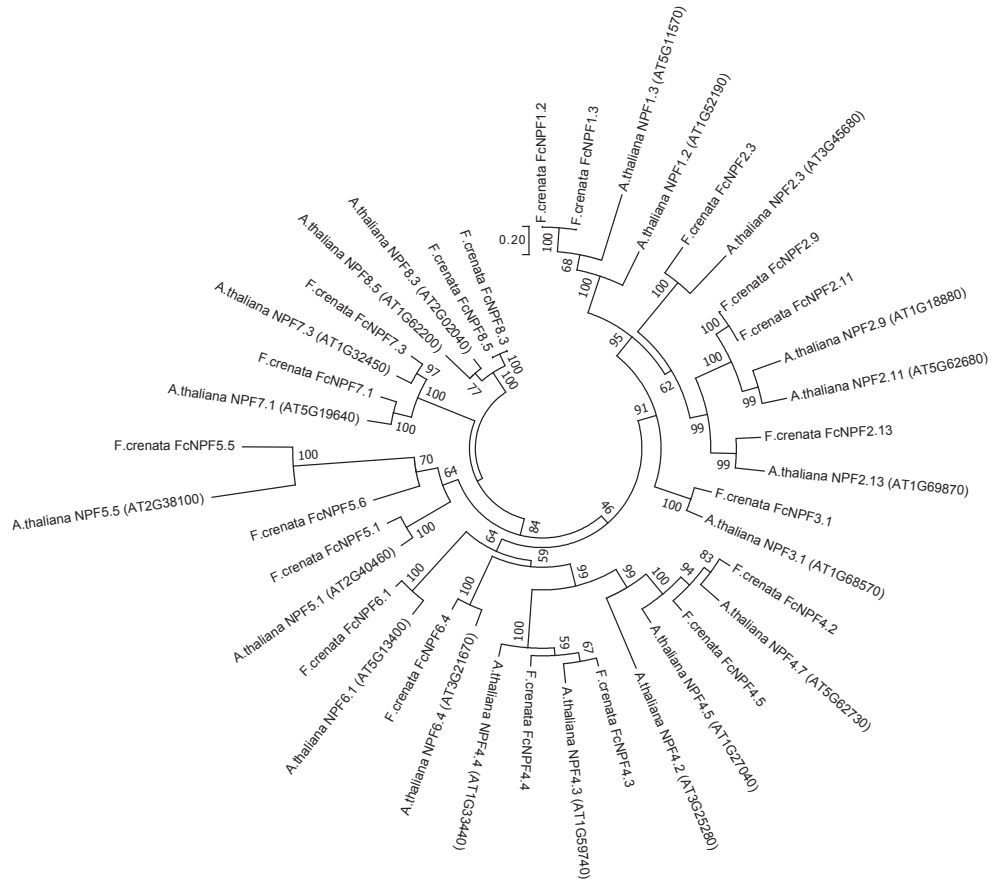

**Supplementary Figure S3 | Phylogenetic relationship of NPF proteins in *F. crenata* and *A. thaliana*.** The phylogenetic tree was created using the Maximum Likelihood method based on the JTT matrix-based model in MEGA7. The evolutionary distances were computed using the JTT matrix-based method. The rate variation among sites was modeled with a gamma distribution (shape parameter = 1). The numbers at the branches are the bootstrap values (1,000 replications).

**Supplementary Table S7 | List of primers used for qRT-PCR in this study.**

| <b>Genes</b>    | <b>Reference</b>       | <b>Sequence</b>                                                    |
|-----------------|------------------------|--------------------------------------------------------------------|
| <i>FcFT</i>     | Miyazaki et al. (2014) | 5'- GCCAGTGGCTGCAGTTTATT -3'<br>5'- GAGTTTTTCTCTCATCGCCTTC -3'     |
| <i>FcNPF1.2</i> | —                      | 5'- CAAGCAACATCAATAAGGCTCAC -3'<br>5'- ACCCATCTCCTTCCTCTAAAACC -3' |
| <i>FcUBQ10</i>  | Miyazaki et al. (2014) | 5'- TTGTGGTTCCATGGTCGAGT -3'<br>5'- CGATGCGGCAGGTAAACTAA -3'       |

How the deposited data were processed for this re-analysis (not part of the article)

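Gene expression was measured with a custom one-color array in pooled RNA of leaf and bud from 3 branches of each of 3 trees, in 5 months of each of 2 years, with 1 array per tree and month. The data hold 32 arrays, of which 2 from May 2017 come from other trees that the paper does not report and were left out of every fit. The authors deposited the scanner output of Feature Extraction, whose processed signal is an intensity with the background subtracted and the array surface detrended, with no normalization between arrays. They also deposited a matrix of intensities that were quantile-normalized over all 32 arrays by the authors, as its identical distributions and its ranks equal to those of the processed signal show; that matrix was used as an alternative. Both are on a linear scale, and log2 values were taken from the intensities here.

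Each array's processed signal was divided by its 75th percentile and taken to log2. Probes well above background, by the flag of the scanner software, on at least 1 of the 30 arrays were tested. Models were fitted with limma 3.58.1 in R 4.3.3, with terms for status of floral induction, season and tree, and empirical Bayes variances, and all tests were two-sided. A probe was called at an unadjusted p-value under 0.01, and Benjamini-Hochberg values under 0.05 were counted beside it. For named probes an exact sign-flip test was run over the 10 pairs of tree and month, with 1024 assignments, in HG1 and HG2 between 2015 and 2016. The pairs of a tree are repeated measures, so this test does not measure variation between trees. Where a group had no array well above background, only a lower bound of the fold was computed, with the lowest signal well above background on each array as its floor.

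The genes named are those the paper names as changed with status or season or as nitrate transporters in cross mapping, and the flowering-time probes shared by Tables S1 and S2. To these were added, for status and season each, the 3 largest rises and 3 largest falls among annotated probes with an adjusted p-value under 0.05 and the same direction in all 10 pairs or all 6 tree-years, and at most 2 probes without annotation in each direction. Annotated probes are those in Supplementary Tables S1 to S3, of which S1 was chosen by the study on these arrays.

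Pairing of arrays by tree was checked with the correlation across 19137 probes of each tree's deviation from the mean of the trees between 2015 and 2016, which was 0.734 in HG1, 0.680 in HG2 and 0.803 in HG3; probes are not independent replicates. The consensus correlation within trees was 0.162 and within slides 0.0545. The procedure was tested on simulated data with 55714 probes, of which 200 were changed: 0.982% of unchanged probes were called at a p-value under 0.01, and 96% of changes of 2 and 69% of changes of 1 on the log2 scale were recovered. At an adjusted p-value under 0.05 these shares were 86% and 36%, and 3 of 125 calls were false. The simulated noise was normal and independent between arrays, with no correlation within tree-years, months or slides. The share of unchanged probes called was therefore near the threshold by construction and does not measure false calls on the real arrays.

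Cross mapping was written in Python 3.11.15 with numpy 2.4.6 and numba 0.67.0. Tested on simulated data of 20 coupled systems, with 24 steps per series it recovered the driver in 40.0% of them and passed the reverse direction in 5.00%, and with 60 steps it recovered 100.0% and passed 15.0%; no unrelated series passed. Tables were made with pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

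The alternatives concerned the filter on dim probes, background correction, normalization, the test, the design, the block, the definition of status and each tree left out in turn, and for cross mapping the scaling, surrogates, embedding dimension, library and winter months. Signal over background at the 75th percentile was between 5.00 and 15.6 per array. Differences near background are therefore not measured, and the number of arrays limits the precision. The enrichment of gene ontology terms was left out because the annotation service is not part of the data, the RT-qPCR was not analysed here, and probes were not placed on a genome here.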

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

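The tests on the noise of the 2 arrays with fewer probes above background, on the status in the sample labels and on the year change of single genes were chosen only after the result was seen.

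*FcFT* in HG2 in October 2016 lay far from the other 9 induction arrays, at -1.55 on the log2 scale, with a gap of 0.632 of the range. Of 53 groups tested for such a value, chance gives about 1 in 20. The probe was well above background on that array. No technical explanation was tested for it, and the month is one in which the level of *FcFT* can differ between trees, which was not tested either.

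The September array of HG2 in 2015 had 20638 probes well above background against 39166 to 43145 in the other months (gap 0.823 of the range), and its negative control spots had an SD of 9.42 against 1.97 to 2.41 (0.940). In HG3 the September array of 2016 had 28335 probes against 38344 to 41270 (0.774), and an SD of 3.37 against 2.29 to 2.40 (0.893). On the lower of these 2 arrays by this measure, the SD of the control spots was 1.33 times the highest of the other 28, but this SD is one of the values that stood out, so it describes the arrays and tests no cause. Without them 189 probes had an adjusted p-value under 0.05 for status, so that the status count does not rest on them. A biological explanation was not tested. In HG1 in 2016 the July array had 46995 probes above background against 45737 to 46010 (0.783), a small difference in number for which no explanation was tested.

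The change of *FcFT* from 2015 to 2016 differed between HG1 and HG2, which were induced, and HG3 (p-value 5.6e-04 in limma), and so did that of *FcFUL* (0.00200). The larger of the 2 values, 0.00200, argues against a change of the year shared by all 3 trees. For *FcFT*, *FcAG* and *FcFUL* the status in the sample labels, with induction in 2015, was also examined. Of 6 mean year changes of *FcFT*, *FcAG* and *FcFUL* in HG1 and HG2, 6 had 2016 above 2015. These rises had been seen before, so the count is no independent test of the labels. It goes against the labels only if these genes mark induction. The call of *FcFUL* was lost without HG1 or HG2 (0.0284 and 0.0801). It was also lost in limma with scan session as a fixed block (0.0403), in session 1 alone (0.0547) and with slide as a random block (0.0295). Without the 2 arrays with the fewest probes above background its p-value was 0.0119. Since HG3 is 1 tree, a difference between trees in their response to the year stays open for both genes. An effect of flowering in HG1 and HG2 in 2015 stays open as well.

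The rise of *FcAG* in induction years was larger in fall than in summer (p-value 0.00172 for the interaction). The probe was well above background only in August, September and October 2016 in HG1 and HG2, so its summer values are largely background. Its call was lost without HG1 (0.140). For *FcAG* and *FcFUL* a difference between slides was not separated from induction, because 8 of the 10 induction arrays are alone on 1 slide and a model with slide compares only those of June.

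On the 2 arrays of May 2017, which the paper does not report, *FcNPF3.1* was at 4.60 and 4.84 on the log2 scale, above all 30 arrays of the study (highest 4.08), and *FcNPF2.3* at 0.42 and 0.51 (highest 0.27). On both arrays 439 probes were more than 1 log2 unit above all 30 arrays, and 232 were more than 1 below. The trees and the month both differ from those of the study, so that neither can be separated from the other, and no explanation was tested.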

How the results depend on the processing

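Array weights, the 2 arrays with the fewest probes above background left out, 1 value per distinct probe sequence, background outlier flags set missing, the arrays of scan session 1 alone, scan session as a fixed block, the methods' ANOVA with an interaction, surrogates mapped with resampled libraries (alone or with z-scoring first), and, for the month of the highest value, linear signals and each tree left out were tried only after the data were seen; the other alternatives were chosen before the data were examined.

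For single genes, 738 of 907 values for status kept their direction and side of the threshold, 36 passed it, 88 no longer did and 45 reversed. For season 811 of 907 did, with 25 stronger, 46 weaker and 25 reversed. Of 309 counts, 215 stayed within 1.5 times the value reported and 94 moved. The cause of each change below was not tested, unless said.

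The status in the sample labels exchanges the groups of HG1 and HG2 by construction and so reversed every gene: *FcFT* -5.71, *FcAG* -2.66, *FcFUL* -1.37, *FcFTIP1* -0.67, *FcFE* -0.87, *FcTEM2* 0.95, *FcEBS* 1.28, *FcEFM* -0.99, *FcNPF1.2* -0.48, *FcNPF1.3* -0.44, *FcNPF3.1* -0.64, *FcELF7* -0.21, *FcRGL2* -0.52, exonuclease (AT3G27970) -3.30, HSP20 (AT5G47590) -2.92, NAC (AT1G60380) 1.80, ribosomal protein S13/S18 (AT1G34030) 1.15, MEKK3 0.91, buna_59481 -4.26, buna_29890 -3.36, buna_44273 2.70 and buna_18163 2.66, and, of those not called, *FcFKF1* 1.07, *FcCRY1* -0.21, *FcMYR1* -0.60, *FcNPF2.11* -0.57, *FcNPF2.3* -0.90, *FcNRT2.5* 0.037, *FcBAF60* -0.22, *FcHTA9* 0.20 and *FcLRB2* -0.22. The NAC probe was well above background on 0 of 10 induction arrays, *FcEBS* on 1 of 30, *FcAG* on 0 of 20 non-induction arrays, HSP20 on 1 of them, buna_59481 and buna_29890 on 0 of the 10 of HG1 and HG2, and buna_44273 and buna_18163 on 1 and 3 of 10 induction arrays, so their values are not folds. With slide as a fixed block status rests on the 2 induction arrays of June, since the other 8 are alone on 1 slide, so its values say little about the months after. Other reversals with a call were the exonuclease with the year in the model (-0.29), *FcEBS* for season after quantile normalization (-0.66) and in the deposited matrix (-0.62), *FcFUL* (-0.88) and HSP20 (-0.25) with slide as a fixed block, and *FcMYR1* for season after normexp correction (0.025).

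Genes called neither way also changed direction. For status these were *FcNPF2.11* (-0.15), *FcHTA9* (0.16) and *FcNRT2.5* (0.088) with the year, *FcFKF1* (0.021), *FcHTA9* (0.75) and *FcNRT2.5* (0.14) with slide as a fixed block, *FcHTA9* (0.24) and *FcNRT2.5* (0.40) without normalization, and *FcNRT2.5* without the replicate block (0.13), with tree as a random block (0.031) and with array weights (0.054). For season they were, without normalization, *FcBAF60* (-0.44), *FcEBS* (-0.47), *FcELF7* (-0.40), *FcFUL* (-0.23), *FcHTA9* (-0.36) and *FcLRB2* (-0.34), and, with the 75th percentile over probes above background on all 30 arrays, *FcBAF60* (-0.067), *FcEBS* (-0.088) and *FcELF7* (-0.027). *FcBAF60* also did after normexp (-0.041), after quantile normalization and in the deposited matrix (both -0.085) and without HG1 (-0.0071, and up to 0.088 without another tree), and *FcEBS* with slide as a fixed (-0.094) and a random block (-0.0066), with an interaction, also in the methods' ANOVA (both -0.042), with array weights (-0.15), in session 1 alone (-0.26), without the 2 arrays with the fewest probes (-0.35), without HG2 (-0.092) and without HG3 (-0.044), where without a tree it ranged from -0.092 to 0.15.

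Probes changed with status (2847) were 5412 with calendar month, 833 with the year in the model, 9573 without normalization, 7792 after normexp correction, 5226 with slide as a fixed block, 1240 with probes above background on all 30 arrays, by fewer probes tested, and 1201 to 2366 with a tree left out, by fewer arrays. With the tree, the replicate block, left out of the model there were 5213, and 1652 at an adjusted p-value. At an adjusted p-value (220) there were 2181 with calendar month, 0 with the year (limma; 3189 at an unadjusted p-value under 0.05), 8322 without normalization, 2041 after normexp, 16 in scan session 1 alone, 4 with session as a block, 1430 and 18 with slide as a fixed and a random block, 376 with an interaction, 4 with the methods' ANOVA on linear signals, 364 on log2 values and 633 with an interaction as well, and 0 to 77 with a tree left out (4889 at an unadjusted p-value under 0.05 in limma without HG1 and 5807 without HG2).

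Probes changed with season (19609; adjusted 22912) were 11213 and 11240 in scan session 1 alone, 7895 and 9233 with probes above background on all 30 arrays, and 12905 to 14902 and 13720 to 16764 with a tree left out. Probes changed with both (994) were 308 with the year, 3740 without normalization, 5030 after normexp, 363 in session 1 alone, 456 with probes above background on all 30 arrays, and 347 to 576 with a tree left out.

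Flowering-time probes changed with status (13) were 24 with calendar month, 4 with the year, 44 without normalization, 29 after normexp, 5 with probes above background on all 30 arrays and 8 to 10 with a tree left out. Those changed with season (49) were 26 in session 1 alone, 25 with probes above background on all 30 arrays and 26 to 34 with a tree left out. Those changed with both (5) were 3 with probes above background on at least 10 arrays, 1 on all 30, 14 after normexp, 18 without normalization, 1 with the methods' ANOVA on linear signals, 3 with an interaction, 8 with tree as a random block, 2 and 3 with slide as a fixed and a random block, 1 with the year, 1 in session 1 alone, 3 without the 2 arrays with the fewest probes, 3 with the ANOVA and an interaction, and 1 to 2 with a tree left out.

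Nitrate transporter probes changed with status (3) were 5 with 1 value per distinct sequence, 5 with calendar month, 0 with array weights (limma; 4 at an unadjusted p-value under 0.05), 0 with the year (3), 8 without normalization, 6 after normexp, 1 in session 1 alone, 1 with slide as a random block, 1 without the 2 arrays with the fewest probes, and 0 to 3 with a tree left out (limma; 1 at an unadjusted p-value under 0.05 without HG1 and 3 without HG2). In the model with the year (833), counts were 416, 191 and 2713 with probes above background on at least 10, on all 30 and with no filter, 6621 after normexp, 546 after quantile normalization, 5041 without normalization, 545 in the deposited matrix, 546 with the ANOVA on linear signals, 1277 with calendar month, 6280 without the replicate block, 1519 with tree as a random block, 394 with session as a block, and 452 to 1380 with a tree left out.

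Of 42 pairs in cross mapping (0 passing), 15 passed with z-scoring before the winter months were set to 0, 11 in the growing season alone, 5 with resampled surrogates and 16 with both z-scoring first and resampling; with each tree left out 0 passed. With a tree left out, 20 to 23 nitrate transporters stayed in their clusters and 25 to 28 fall probes peaked in October in both years.

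The share of status calls that were higher (50.2%) was 16.1% after normexp, 99.4% without normalization, 62.1% after quantile normalization and 62.2% in the deposited matrix; the median of all probes was -0.04 and moved to -0.15 after normexp and 0.41 without normalization. Calendar month gives no season result, and probes not above background on enough arrays have no value under the stricter filters. Signal over background, with a median of 9.36 on induction arrays and 7.47 on the others, limits what can be said of probes such as *FcEBS*, which was well above background on 1 array.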

Differences from the paper's values

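The surrogates mapped with resampled libraries (alone or with z-scoring first), 1 value per distinct probe sequence and the methods' ANOVA with an interaction were chosen only after the values were seen; the other alternatives were set before the data were examined.

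The number of probes tested was 55739 here and the paper's is 25556; with probes well above background on all 30 arrays, 19143, it does not differ by more than 1.5 times, and under the other filters it does. Probes changed with status were 2847 here and the paper's number is 1229. The alternatives within 1.5 times were probes above background on all 30 arrays (1240), the year in the model (833), without HG1 (1201) and without HG2 (1366), and the others were not. Probes changed with season were 19609 and the paper's number is 7199, reached within 1.5 times only with probes above background on all 30 arrays (7895). Probes changed with both were 994 and the paper's number is 206, reached within 1.5 times only with the year in the model (308).

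Flowering-time probes changed with both were 5 and the paper's number is 3. There were 3 with probes above background on at least 10 arrays, with an interaction and with slide as a random block, 2 with slide as a fixed block and without HG2, and 4 with status by calendar year; the other alternatives set beforehand differ.

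Pairs passing in cross mapping were 0 of 42 and the paper's number is 12; 15 passed with z-scoring before the winter months were set to 0 and 11 in the growing season alone, and 0 in the other alternatives set beforehand. The main setting maps surrogates from the full library and the data from libraries drawn with replacement. With resampled surrogates, which map both alike, 5 passed, and 16 with z-scoring first as well, both chosen after seeing the values. Pairs to *FcFT* were 0 and the paper's number is 6, and nitrate transporters to *FcFT* 0 and the paper's 4, which no alternative reached. *FcFE* to nitrate transporters gave 0 and the paper's number is 4, reached by no alternative set beforehand and by resampled surrogates (4), chosen after seeing the values. *FcFE* to *FcFT* or *FcFTIP1* gave 0 and the paper's number is 2, reached in the growing season alone (2). Over all 42 pairs the skills had a Pearson correlation of 0.924 with the paper's and a median difference of -0.00414, but those to *FcFT* were lower. The skill to *FcFT* was 0.731 from *FcFE* (the paper's 0.853), 0.703 from *FcFTIP1* (the paper's 0.860), 0.724 from *FcNPF1.2* (the paper's 0.859), 0.725 from *FcNPF1.3* (the paper's 0.864), 0.637 from *FcNPF2.11* (the paper's 0.806) and 0.708 from *FcNPF3.1* (the paper's 0.835). Of the alternatives set beforehand, only without HG3 were all 6 within 1 SD over libraries of the paper's, at 0.850, 0.788, 0.815, 0.826, 0.812 and 0.791, and in the others none was.

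The paper names *FcEBS* as changed with season, which was called here lower in fall after quantile normalization and in the deposited matrix, and higher in fall after normexp correction (0.32). *FcMYR1*, which it names as changed with status, was called with calendar month, without normalization, without the replicate block and with tree as a random block, and with 1 value per distinct sequence, chosen after seeing the values. *FcFKF1* was called for status with calendar month, without the replicate block, after normexp correction, after quantile normalization, in the deposited matrix, with status by calendar year and with tree as a random block. *FcNPF2.11* was called without normalization, without the replicate block, with status by calendar year, with an interaction, with tree as a random block and without HG3, and, both chosen after seeing the values, with 1 value per distinct sequence and with the ANOVA and an interaction. *FcBAF60* was called without normalization, after normexp and with slide as a fixed block, *FcLRB2* without normalization, after normexp, after quantile normalization and in the deposited matrix, and *FcHTA9* in none.

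The paper places the peak of *FcFUL* in fall; the mean over the 3 trees was highest in August here. It places *FcNPF1.3* and *FcNPF3.1* in another cluster than *FcNPF2.3*; here all 3 were in the cluster of 12. It names *FcEBS*, *FcMYR1* and *FcEFM* as changed with both status and season; here these were *FcAG*, *FcEFM*, *FcFE*, *FcTEM2* and *FcVIP4*.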

Other observations

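The tests on the year change of single genes, on the probes of *FcNPF1.2* and *FcNPF1.3* and on random probes as causes of a nitrate transporter were chosen only after the result was seen.

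The 30 arrays were regrouped at random into groups of the same sizes 100 times, the real grouping included. For status, 3 groupings gave as many probes and 1 as many at an adjusted p-value. For season, 1 gave as many probes and 1 as many at an adjusted p-value. Free regroupings thus seldom reached these counts. They do not keep tree-years or months together, so on their own they do not exclude chance. The same holds for the flowering-time probes with status (3) and season (1) and the nitrate transporter probes with status (3). For probes changed with both status and season 6 groupings gave as many, and with the calendar year in the model 17 did, so that chance cannot be excluded for either. When 2 of the tree-years are chosen as induced, 1 of 6 choices gave as many probes, and 1 of 10 choices of 2 months as fall did; these numbers are too small to decide, so chance is not excluded between tree-years or months. HG1 and HG3 in 2016 gave 2171 probes, and 9 at an adjusted p-value.

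Over the 220 probes called at an adjusted p-value, the median ratio of the change of HG3 from 2015 to 2016 to that of HG1 and HG2 was 0.240 (quartiles 0.00748 and 0.498), and 75.5% moved the same way in HG3. With the year in the model 53 of the 220 had a p-value under 0.01. Over these probes as a set, induction and a change of the year shared by the 3 trees cannot be told apart, since they were chosen by the change of HG1 and HG2 and HG3 is the only tree without induction in 2016; *FcFT*, which is among them, was tested on its own (p-value 5.6e-04 in limma with the year), which argues against a shared change for that gene.

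For *FcFE*, *FcFTIP1* and *FcNPF3.1* the smallest p-value with the year in the model was 0.0469, and for *FcEFM* it was 0.0104. For these 4 genes the rise in the induction year and a shared change of the year cannot be told apart, because 1 tree gives the year change. The rise of *FcNPF2.11* in HG3 was 1.26 times that in HG1 and HG2, which is consistent with a change of the year shared by all trees.

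*FcNPF1.2* and *FcNPF1.3* differed over the 30 arrays with an SD of 0.0689, within the range of pairs of identical probes, which is consistent with both probes reading 1 transcript. *FcNPF2.11* and *FcNPF2.9*, whose probes are identical, differed with an SD of 0.698, near the 95th percentile of 0.699 for identical probes of their brightness, so that this may be noise near background.

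Of the probes that changed between years in HG2 alone (668), 77.5% moved the same way in HG1. The HG1 arrays were all scanned in 1 session, which argues against the scan session of the HG2 arrays as the whole cause. In 2016, however, 4 arrays of HG1 and 4 of HG2 were on the same slide, so their agreement can also come from the slide. A part played by session stays open, since the adjusted status count fell with session as a block, as given above. Across probes, which are not independent replicates, the year changes of HG1 and HG3 had a correlation of 0.371 and those of HG2 and HG3 of -0.0980; without September, the month of the 2 arrays with raised noise, the latter was 0.114, still below the 0.386 of HG1 and HG3, so that these arrays do not account for the whole difference.

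Of 100 randomly drawn probes 1 passed the cross-mapping criteria as a cause of *FcFT*, and with resampled surrogate libraries 1 passed as a cause of *FcNPF1.2*, but the surrogates keep the monthly means, so few probes with a yearly cycle alone would pass by construction and the counts decide nothing about it. At 24 steps per series the simulated driver was recovered in 40.0% of systems, so a pair that does not pass is not shown to lack a causal link.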
